# Single-cell transcriptomic profiling reveals innate-like cytotoxic intraepithelial lymphocyte expansion during *Salmonella* Enteritidis infection in chickens

**DOI:** 10.3389/fimmu.2026.1842283

**Published:** 2026-06-03

**Authors:** Shuja Majeed, Bikas Raj Shah, Bikash Aryal, Nimra Khalid, Tae Hyun Kim, Ali Nazmi

**Keywords:** chicken, intraepithelial lymphocytes, layer, *Salmonella*, ScRNA-seq

## Abstract

*Salmonella* is a major foodborne pathogen that causes approximately 1.35 million infections annually in the US and remains a leading cause of poultry-associated foodborne illness. To improve chickens’ resistance to this pathogen, it is important to understand the mucosal immune mechanisms that govern intestinal defense. Intraepithelial lymphocytes (IELs) positioned between intestinal epithelial cells provide frontline immune surveillance against enteric pathogens. However, a comprehensive characterization of IEL subtype responses to *Salmonella* infection remains incomplete. Therefore, we conducted this study to examine IEL subtypes and their mechanisms in response to a *Salmonella* enterica serovar Enteritidis (*S.* Enteritidis) challenge using a combination of spectral flow cytometry and single-cell RNA sequencing (scRNA-seq). Fifty specific-pathogen free (SPF) chicks were reared to 21 days of age and then assigned to *S.* Enteritidis-challenged (SE; 1.62 × 10^8^ CFU/bird, oral gavage) or control (CN; PBS) groups (n = 25/group). On day 2 post infection (2 dpi) and 6 dpi, eight birds per group were sampled to collect liver and ceca for bacteriology and ileum for IEL acquisition. Bacteriological findings confirmed the challenge: the SE group harbored *S.* Enteritidis at both time points. Flow cytometry results showed that *Salmonella* challenge increased the proportion of TCRγδ^+^CD8αβ^+^ cytotoxic IELs at 2 dpi, as well as the overall IEL proportion at 2 and 6 dpi. Notably, scRNA-seq identified clusters of progenitor T cells that significantly expanded and innate-like cytotoxic T cells, which emerged in SE-challenged birds at 2 dpi, indicating rapid mobilization of an innate-like cytotoxic response. Integration of flow cytometry and scRNA-seq data provided evidence that cytotoxic T cells expressing CD8αβ acquire innate-like transcriptional signatures within the intestinal epithelial compartment, suggesting functional reprogramming that enables rapid antigen responses. Trajectory analysis identified a robust transcriptionally inferred trajectory from progenitor T cells through activated CD8^+^ T cells to innate-like CTL as the predicted terminal cluster, with quiescent stem-like resident memory T cells transcriptionally positioned as a reservoir. These findings reveal a previously uncharacterized innate-like cytotoxic IEL response as a critical early defense mechanism against *Salmonella* in poultry and identify self-renewing stem-like Trm cells as a reservoir for rapid IEL effector differentiation.

## 1 Introduction

Intraepithelial lymphocytes (IELs) reside within the intestinal epithelium, where they serve as sentinels at the interface between the host and the luminal environment (1). In mammals, IELs exhibit remarkable heterogeneity, encompassing conventional TCRαβ^+^ and TCRγδ^+^ T cells, innate-like lymphocytes, and populations with hybrid phenotypes that bridge adaptive and innate immunity (1, 2). Recent single-cell transcriptomic studies in humans and mice have revealed that IELs can undergo functional reprogramming within the epithelial niche, with conventional CD8αβ^+^ T cells acquiring innate-like cytotoxic capacity in response to epithelial stress signals (2). However, whether similar IEL plasticity and innate-like reprogramming exist in chickens, and how IEL subsets respond to enteric pathogens at the transcriptional level, remains unknown. Therefore, characterizing these mechanisms in chickens is of both biological and practical significance.

*Salmonella* enterica, particularly serovars Enteritidis and Typhimurium, is a leading cause of foodborne zoonotic disease, with approximately 1.35 million infections annually in the United States, of which poultry consumption accounts for over 23% (3). Chickens commonly harbor *Salmonella* subclinically, acting as asymptomatic reservoirs that transmit the pathogen into the human food chain (4). Numerous advances in poultry genetics, husbandry, and nutrition have substantially increased both egg and meat production to meet the strong demand. However, disease challenges are a constant issue. Moreover, with increasing restrictions on prophylactic antibiotic use, strategies to enhance the birds’ mucosal immune resistance could reduce *Salmonella* carriage at the source, but such strategies require a detailed understanding of the intestinal immune cells that mediate early defense (5, 6).

Previous studies in chickens have established that IELs respond to a range of enteric pathogens, including *Eimeria acervulina* (7, 8), Newcastle disease virus (9), infectious bursal disease virus (10, 11), and bacterial infections (12, 13). Our group previously characterized IEL subset dynamics following *Salmonella* Typhimurium and *Clostridium perfringens* challenge using flow cytometry, demonstrating expansion of cytotoxic and natural IEL populations (14, 15). However, flow cytometry is constrained by the limited availability of chicken-specific antibodies and cannot resolve the transcriptional heterogeneity or functional states of individual IEL subsets.

To address these limitations, we performed the first single-cell RNA sequencing (scRNA-seq) analysis of chicken IELs following *Salmonella* Enteritidis challenge, complemented by spectral flow cytometry. This approach enabled us to identify novel IEL populations and to understand their transcriptional programs at the cellular level, revealing dynamic shifts in the IEL compartment that were previously undetectable with conventional methods.

## 2 Materials and methods

### 2.1 Ethics statement

The Ohio State University (OSU)’s Institutional Animal Care and Use Committee (2019A00000118-R1) approved this study, and it was conducted in compliance with all relevant guidelines and regulations.

### 2.2 Experimental design

Fifty SPF layer birds were placed on the day of hatch on sawdust litter in an environmentally controlled house (**Figure 1A**). SPF birds were obtained from the Center for Food Animal Health, The Ohio State University. These birds are white leghorn chickens from a flock routinely monitored and certified as SPF according to CFAH health monitoring testing protocol by the OSU IACUC and Institutional Biosafety Committees (IBCs). On day 1 of age, 20 birds were selected at random from the 50 incoming SPF chicks by sequential capture from the housing pen, without operator preference or systematic ordering, for cloacal swab collection to confirm *Salmonella*-negative flock status prior to challenge. Afterward, the birds were divided into two equal groups of 25: Control (CN) and *Salmonella* Enteritidis challenged (SE). On day 21 of age, the CN group was mock challenged with PBS, while the SE group was orally gavaged with 1.62 × 10^8^ CFU/ml of *Salmonella* Enteritidis P13a (*S.* Enteritidis). Eight birds per treatment were euthanized through CO_2_ asphyxiation (CO_2_ was gradually introduced at a controlled flow rate, displacing approximately 45% of the chamber volume per minute, following cessation of respiration, death was confirmed by removing vital organs) on day 23 [2 days post infection (2 dpi)] and day 27 (6 dpi) of age. At each time point, liver and ceca were collected for bacteriology, and ileum (approximately 10 cm section) was sampled for isolation of IELs. On 0 dpi (challenge day), 2 dpi, and 6 dpi, body weight was also recorded to assess live performance.

**Figure 1:**
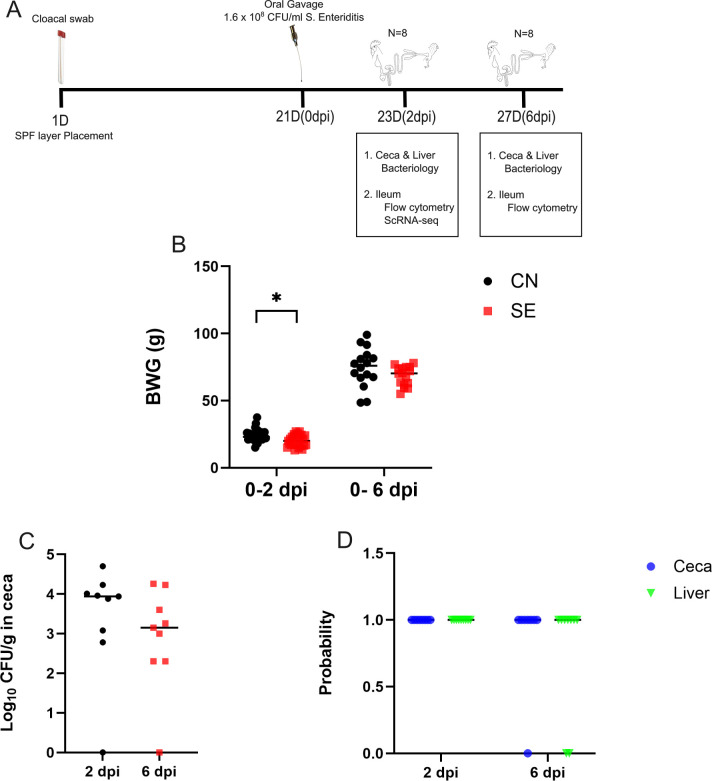
Schematic overview of the experimental design along with performance and bacteriological assessment of SPF layer chickens following oral challenge with *Salmonella* Enteritidis. **(A)** SPF layer chicks were placed on day 1 of age, and cloacal swabs were collected to confirm *Salmonella* negative status. On day 21 (0 dpi), birds were orally gavaged with 1.62 × 10^8^ CFU/bird of *S.* Enteritidis (challenge group, SE) or PBS (control group, CN) (n = 25/group). At 2 dpi (day 23) and 6 dpi (day 27), eight birds per group were euthanized for sample collection. Ceca and liver were collected for bacteriological analysis, and the ileum was harvested for IEL isolation. Isolated IELs were enriched for CD45^+^ leukocytes by magnetic-activated cell sorting (MACS) and subsequently used for spectral flow cytometry and single-cell RNA sequencing (scRNA-seq). Body weights were recorded at 0, 2, and 6 dpi. scRNA-seq was performed at 2 dpi only. **(B)** Body weight gain (BWG, g) of CN and SE groups measured over two intervals: 0–2 days post infection (dpi) and 0–6 dpi. Each point represents an individual bird; horizontal bars indicate the group mean. **(C)** Cecal S. Enteritidis counts determined by direct plating, expressed as log_10_ CFU/g, at 2 and 6 dpi. Each point represents an individual bird; horizontal bars indicate the group mean (n = 8 per group). **(D)** Probability of S. Enteritidis recovery from ceca and liver following enrichment culture at 2 and 6 dpi. Each point represents an individual bird (probability = 1 indicates Salmonella-positive culture, probability = 0 indicates negative culture). Asterisk (*) indicates a statistically significant difference between groups (*P* < 0.05).

### 2.3 *Salmonella* challenge dose preparation

*Salmonella* Enteritidis (P13a) stock solution was retrieved from a -80 °C freezer and propagated in Tryptic Soy Broth (Sigma-Aldrich, St. Louis, MO, USA) overnight and subsequently passaged twice to reach logarithmic phase. Bacteria were washed, resuspended in PBS, and adjusted to approximately 1 × 10^8^ CFU/ml utilizing a spectrophotometer at a 625 nm wavelength. Concentration was confirmed by plating on XLT4 agar (Sigma-Aldrich, USA) supplemented with novobiocin (20 μg/ml) and nalidixic acid (20 μg/ml). The final challenge dose was 1.62 × 10^8^ CFU/ml administered at 1 ml per bird via oral gavage.

### 2.4 *Salmonella* recovery and enumeration

On day 1 of age, cloacal swabs were collected from 20 birds, incubated overnight in tetrathionate broth at 37 °C, and plated on XLT4 agar to confirm *Salmonella*-negative status prior to challenge. At 2 dpi and 6 dpi, liver and ceca were collected in sterile, filtered bags (Whirl-Pak, Pleasant Prairie, WI, USA). Each sample was weighed, diluted with PBS to two times the tissue weight, and mechanically homogenized. Homogenates were serially diluted and plated on XLT4 agar supplemented with novobiocin (20 μg/ml) and nalidixic acid (20 μg/ml). Bacterial colonies were enumerated to obtain CFU/g and assess the recovery of *S.* Enteritidis from the birds. Negative samples were enriched overnight in tetrathionate broth at 37 °C and re-plated on XLT-4 agar (37 °C, 24 h) for qualitative assessment.

### 2.5 IELs isolation and CD45^+^ enrichment

IELs were isolated from ileum as previously described (14). Briefly, the ileal tissues were flushed with PBS and opened longitudinally, the mucosa gently scraped off, resuspended in PBS supplemented with 5% chicken serum, 2 mM EDTA, and 2 mM DTT, and then placed on a shaking incubator (37 °C, 150 rpm) for 45 min. Following incubation, the supernatant was passed through a gauze column, resuspended in 40% Percoll (Cytiva, Marlborough, MA, USA), and overlaid onto a 70% Percoll for density gradient centrifugation. The IEL fractions from 8 individual birds were pooled to yield four samples per treatment. Subsequently, pooled samples were filtered through 40 μm cell strainers and enriched for CD45^+^ (Leukocytes) cells using Magnetic-Activated Cell Sorting (MACS) using a CD45-biotin conjugated antibody (Southern Biotech, Birmingham, AL, USA) on MS columns (Miltenyi Biotec, Bergisch Gladbach, Germany). Following MACS, enriched IELs were quantified by the trypan blue method and divided for flow cytometry and scRNA-seq.

### 2.6 Flow cytometry

For flow cytometry, approximately 1 × 10^6^ enriched IELs per sample were stained with fluorochrome-conjugated anti-chicken CD45 SPRD (LT40), CD4 PE-CY7 (CT-4), CD3 AF647 (CT-3), TCRγδ FITC (TCR-1), CD8α AF700 (CT-8), and CD8β PE (EP42) antibodies (Southern Biotech, USA). Ghost viability dye Red 510 (Tonbo Biosciences, San Diego, CA, USA) was used to exclude dead cells. Stained cells were acquired on a Cytek Northern Lights flow cytometer (Cytek, Fremont, CA, USA). FlowJo v10.8.1 (BD Biosciences, USA) was used to analyze cell frequencies, and the gating strategy was consistent with our previous study (14). Cell distributions were expressed as percentages of the parent population.

### 2.7 ScRNA-seq, library preparation and sequencing

For scRNA-seq, 4 pooled samples (each representing 2 birds) at 2 dpi were further pooled in pairs, yielding 2 scRNA-seq samples per group (**Supplementary Figure 1**). Pooled samples were then shipped to the OSU Single Cell Omics Core where cells were washed and resuspended in PBS + 5% FBS solution to remove residual cell culture media. Approximately 5000–13000 cells per sample were loaded onto the Chromium X instrument (10x Genomics, Pleasanton, CA, USA) using the GEM-X Universal 3’ Gene Expression v4 kit (10x Genomics), which partitioned cells into Gel Beads-in-Emulsion (GEMs) for barcoding and cDNA synthesis. Four sequencing libraries (two libraries/group) were constructed using Library Construction Kit C (10x Genomics) and sequenced at Admera Health in South Plainfield, NJ, on a NovaSeq X Plus instrument (Illumina, San Diego, CA), generating 2 × 150 bp paired-end reads at an average depth of 70,000 reads/cell. FASTQ files received post-sequencing were processed using the Cell Ranger v9.0.1 pipeline (10x Genomics) to align reads, quantify gene expression, and generate count matrices for downstream analysis. Reads were aligned to the chicken reference genome (NCBI taxa: 9031. Assembly: RefSeq GCF_016699485.2; GenBank GCA_016699485.1).

### 2.8 ScRNA-seq filtering, normalization, and cluster generation

Count matrices were loaded into R v 4.4.2 as a Seurat v5.0 (16) object. Ambient RNA contamination was removed using SoupX v1.6.2 (17). Cells with mitochondrial percentages greater than 20%, feature counts less than 300, and features present in fewer than 3 cells were filtered out. Potential doublets were also removed by excluding cells with more than 6000 features and through DoubletFinder v2.0.4 (18) package. Following quality control, each Seurat object was normalized using SCTransform(). The four normalized Seurat objects were integrated using PrepSCTIntegration() and SelectIntegrationFeatures() based on 3,000 variable features. Anchor cells were defined using FindIntegrationAnchors() with normalization method set to “SCT”. The anchors were integrated using IntegrateData() with the normalization method set to “SCT”, yielding a combined Seurat object for further analysis. Dimensionality reduction was performed using principal component analysis (PCA), and the optimal number of principal components was determined using an elbow plot. The first seven principal components were used for graph-based clustering with FindNeighbors() and FindClusters() (resolution = 0.2), and UMAP was applied for visualization. Resolution was optimized by using the R package clustree v0.5.1 (19) (**Supplementary Figure 2**).

### 2.9 Cluster annotation, proportions, and gene expression

Cluster identities were manually annotated using the top 50 differentially expressed genes (DEGs) per cluster (identified via FindMarkers()) and the canonical marker gene expression using published chicken, human and mouse single-cell references. DEGs between the CN and SE groups within each cluster were determined using the R package MAST v1.33.0 (20), with counts per million (CPM) normalization and Cellular Detection Rate (CDR) as a covariate. Genes with |log_2_FC| > 0.5 and adjusted p value < 0.05 were considered statistically significant. Differences in cell proportions between groups were assessed using propeller function from the speckle v1.8.0 R package (21). This method applies a logit transformation to the cell-type proportions and tests for differences using a linear modeling framework (*limma*). Clusters with adjusted *P* < 0.05 were considered statistically significant.

### 2.10 Functional enrichment analysis

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis were performed to interpret transcriptomic differences between the CN and SE groups for each annotated cluster. Over-representation analysis (ORA) was applied via ClusterProfiler v4.16.0 (22). Differentially expressed genes with *P* < 0.05 were used as input, with all genes expressed in the dataset as the background gene universe. Enrichment significance was evaluated using a hypergeometric test, and p-values were corrected for multiple comparisons using the Benjamini–Hochberg FDR method. Pathways with an FDR-adjusted p-value < 0.05 were considered significantly enriched.

### 2.11 Trajectory inference

Pseudotime trajectory analysis was performed using Slingshot package v2.8.0 (23). The Seurat object was converted to a SingleCellExperiment object, with UMAP coordinates used as the reduced dimensionality input. Trajectory inference was performed using slingshot() with clusterLabels set to the Seurat cluster identities. Lineage topology was extracted using slingLineages() and pseudotime values were obtained using slingPseudotime(). Furthermore, differential expression analysis along pseudotime was performed using the tradeSeq package v1.14.0 (24).

### 2.12 Statistical analysis

GraphPad Prism v10.6.0 (GraphPad, Boston, MA, USA) was used for statistical analysis. Bacteriology and body weight gain data were analyzed using Student’s t-test. Cell frequencies acquired through flow cytometry were compared between groups using the nonparametric Mann–Whitney U test. P value < 0.05 was considered statistically significant.

## 3 Results

### 3.1 *S.* Enteritidis challenge established a subclinical infection model

Body weight gain (BWG) was calculated for 0–2 dpi and 0–6 dpi (**Figure 1B**). The SE group exhibited a significant reduction in BWG at 2 dpi (*P* < 0.05), which recovered by 6 dpi as demonstrated by similar BWG between the groups. No clinical signs or mortality were observed during the trial. Cecal bacteriology confirmed that the infected group (SE) harbored *S.* Enteritidis, whereas the CN group was negative. At 2 dpi, the SE group was colonized by 4.21 × 10^3^ CFU/g of *S.* Enteritidis, which reduced to 1.99 × 10^3^ CFU/g at 6 dpi (**Figure 1C**). In liver, direct plating yielded no *Salmonella* contamination; however, after enrichment, 88% were positive for *S.* Enteritidis at 2 dpi and 78% at 6 dpi (**Figure 1D**). Together, these results confirm a subclinical *S.* Enteritidis infection, consistent with the carrier state commonly observed in chickens (25–27).

### 3.2 *S.* Enteritidis challenge increased overall IEL and TCRγδ^+^CD8αβ^+^ IEL proportions at 2 dpi

MACS-based CD45^+^ enrichment increased leukocyte purity from approximately 20% to 73%(**Supplementary Figure 3**), after which each sample was split into two aliquots for downstream analysis. Flow cytometric analysis of ileal IELs revealed a comprehensive panel of IEL subpopulations at 2 and 6 dpi (**Figure 2**). The frequency of CD45^+^ IELs was significantly higher in the SE group at both 2 dpi and 6 dpi (*P* < 0.05). Among the IEL subsets examined, only TCRγδ^+^CD8αβ^+^ IELs represented a significantly higher percentage in the SE group at 2 dpi (*P* < 0.05). However, by 6 dpi, this difference was no longer observed, and the rest of the IEL subtypes, including TCRαβ^+^CD8αβ^+^, TCRαβ^+^CD4^+^, TCRαβ^+^CD8αα^+^, TCRγδ^+^CD8αα^+^, TCR^-^, and innate CD8α (iCD8α^+^) populations, showed similar distributions between the CN and SE groups at both time points. The selective increase in TCRγδ^+^CD8αβ^+^ IELs indicated an early shift towards cytotoxicity within the γδ T cell compartment to counter the *Salmonella* challenge, as CD8αβ is a canonical co−receptor expressed on classical MHCI−restricted cytotoxic T lymphocytes and is routinely used as a marker to identify cytotoxic CD8^+^ T cells (28).

**Figure 2:**
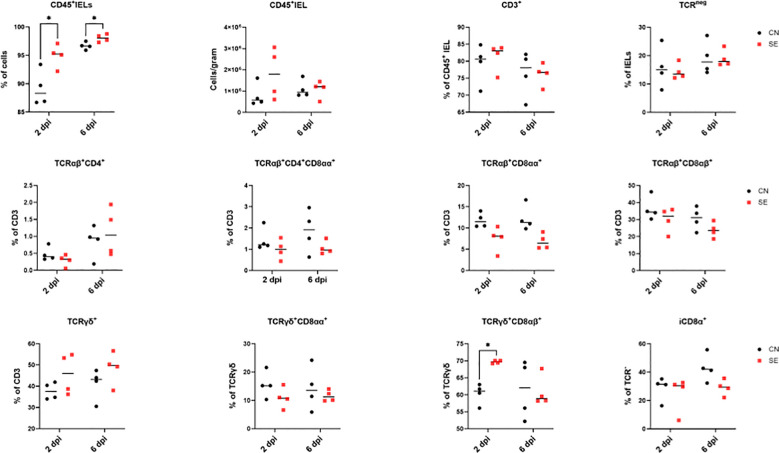
Effect of *Salmonella* Enteritidis challenge on ileal intraepithelial lymphocyte (IEL) subpopulations at 2 and 6 days post infection (dpi). Twenty-one-day-old SPF layer chickens were orally gavaged with 1.62 × 10^8^ CFU/bird of *S.* Enteritidis (challenge group, SE) or PBS (control group, CN). Ileal IELs were isolated and phenotyped by spectral flow cytometry (n = 4 pooled samples per group per time point). Panels show CD45^+^ IEL proportion and absolute count, TCRαβ^+^ subsets (CD4^+^, CD4^+^CD8αα^+^, CD8αα^+^, CD8αβ^+^), TCRγδ^+^ subsets (total, CD8αα^+^, CD8αβ^+^), TCR^-^ cells, CD3^+^ cells, and iCD8α cells at 2 and 6 dpi. Each point represents one biological replicate (one pool of birds); horizontal bars indicate the group mean. Statistical differences between CN and SE groups were determined using the Mann–Whitney U test (* *P* < 0.05).

### 3.3 Single-cell RNA sequencing output

Cell Ranger output reported an average sequencing saturation of 94%, fraction reads in cells of 80%, 21,395 gene detections, and a median UMI count of 2,661 per cell across all samples. 

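Cells of the ileal intraepithelial fraction were profiled by droplet single-cell RNA sequencing, in which every transcript carries the barcode of its cell and a unique molecular identifier (UMI). Each library pooled cells of 4 birds, taken 2 days after oral S. Enteritidis (SE) or PBS (CN). The authors aligned the reads to the chicken genome GRCg7b with Cell Ranger 9.0.1 and deposited a filtered matrix of UMI counts for 30108 genes per library. The control matrices CN1 and CN2 held the same count for every gene and barcode, so they entered every test as 1 library. All comparisons therefore rest on 1 CN and 2 SE libraries, and each test assumes that CN varies as much as SE. Counting the control as 2 libraries adds no birds and gives CN no spread, so a call lost or gained there decides nothing. An exact permutation test of 1 library against 2 cannot give a p below 0.333. The depth was 15658936 UMIs over 5281 barcodes in CN, 19028426 over 6311 in SE1 and 53839748 over 7881 in SE2. CN and SE1 shared 1192 barcodes, 18.9% of those of SE1, and SE1 and SE2 shared 218. From the counts, cells were filtered with the study's limits, integrated across libraries, clustered and named from marker genes that the study lists. Counts were then summed per library and cell type and compared with edgeR's quasi-likelihood test, at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. Log2 fold changes are SE over CN, and CPM are UMIs of a gene scaled to 1000000 UMIs of that cell type in a library, with library sizes adjusted by TMM where SE is compared with CN. Shares of cells were compared with limma on logit-transformed shares, and gene lists with camera at a preset correlation of 0.01. Estimating the correlation from 1 CN and 2 SE libraries leaves camera almost no freedom to call a list. A call lost with an estimated correlation therefore decides nothing. At the preset value the genes of a list count as almost independent, so a small p measures no spread between birds. Tests, lists and alternatives were chosen before the data were examined, apart from those named as added later.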

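Of the 5281 CN, 6311 SE1 and 7881 SE2 barcodes, 4758, 6164 and 7177 had 300 to 6000 detected genes and at most 20% mitochondrial UMIs. The mitochondrial limit removed 500, 118 and 673 barcodes, the lower gene limit 179, 31 and 272, and the upper gene limit 0, 4 and 20. Leaving out the 5% of barcodes per library with the highest Scrublet doublet score left 4520 CN, 5856 SE1 and 6818 SE2 cells, 17194 in all, or 21714 with the control matrix counted for CN1 and again for CN2. The median cell held 1224 genes over the 17194 cells and 1138 with the control counted both times. Cells of SE2 were the deepest, with a median of 4998 UMIs, against 1561 in CN and 1464.5 in SE1. Ribosomal protein genes took a median of 2.60% of a cell's UMIs in CN, 6.77% in SE1 and 5.42% in SE2.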

After quality control and filtering, a total of 31,687 cells were recovered across all four samples, with a median of 1143 genes detected per cell.

### 3.4 Distinct cell lineages identified following clustering in the ileal epithelial compartment

Cells were identified based on the top 50 differentially expressed genes (DEGs) between clusters, along with the expression of canonical marker genes (**Figure 3A**; **Supplementary Data Sheet 1**). Initial clustering revealed six major cell populations within the ileal epithelial compartment, including lymphocytes (60.3% of total cells), antigen-presenting cells (7.3% of total cells), macrophages (3.3% of total cells), enterocytes (7.7% of total cells), FABP1^+^ enterocytes (16.2% of total cells), and goblet cells (5.2% of total cells) (**Figure 3B**). These cell populations were consistently identified across both treatment groups and individual replicates (**Figures 3C, D**). 

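T lymphocytes made up most of the 17194 cells, with 10598 cells (61.6%) in 4 clusters led by TCF7 and LEF1, by the granzymes GZMA and GZMK, by the division genes MKI67 and TOP2A, and by STAT4 and IL7R. FABP1+ enterocytes followed with 3694 cells (21.5%), led by the apolipoprotein genes APOA1, APOA4 and APOB. Antigen-presenting cells, led by LYZ and LBP, numbered 1640 (9.54%), and goblet cells, led by the mucin gene MUC2, numbered 1195 (6.95%). Macrophages (545 cells, 3.17%) did not form a cluster of their own after integration, and were taken from the clusters made without integration, a choice made after the clusters were seen. No cluster was led by enterocyte genes alone at the main resolution. At the finer resolution of 0.4, 2 clusters of 1376 and 999 cells scored highest for enterocyte markers but were led by genes of other types, such as APOA1 and FABP6, and stayed unnamed. They held 12.5% and 6.77% of CN, 6.76% and 7.26% of SE1 and 6.12% and 3.93% of SE2 cells. A further 67 cells carried haemoglobin genes such as HBBA and HBA1. Clusters were rebuilt here, and their names rest on the fixed markers.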

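Cells of all 5 named types were present in CN, SE1 and SE2. Lymphocytes numbered 2230, 3719 and 4649 in these libraries, antigen-presenting cells 625, 540 and 475, macrophages 231, 135 and 179, FABP1+ enterocytes 1321, 1169 and 1204 and goblet cells 330, 407 and 458. A small set of hormone-producing cells, led by the gut hormone genes NTS, GCG and CCK and by the granule gene CHGA, numbered 8 in CN, 23 in SE1 and 41 in SE2. In SE1, barcodes that recurred in CN or SE2 and were less than 4 times deeper than their partner there carried 59.8% of antigen-presenting cells, 51.1% of macrophages, 43.7% of FABP1+ enterocytes, 39.1% of goblet cells and 3.87% of lymphocytes. In SE2 these percentages were 7.79, 2.79, 7.72, 6.77 and 0.817. CN2 adds no cells to this count, since its matrix equals that of CN1.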

Based on lineage identity, these cells were grouped into three categories: lymphocytes(Clusters 0, 2, 4, and 7), myeloid cells (antigen-presenting cells and macrophages), and epithelialcells (enterocytes, FABP1^+^ enterocytes, and goblet cells) (**Supplementary Figure 4**). Myeloid and epithelial cells can be co-isolated with IELs during the isolation process; therefore, we retained these fractions to study their dynamics in response to *S.* Enteritidis infection. The lymphocyte clusters were extracted from the broader dataset and re-clustered to further phenotype T cells.

**Figure 3:**
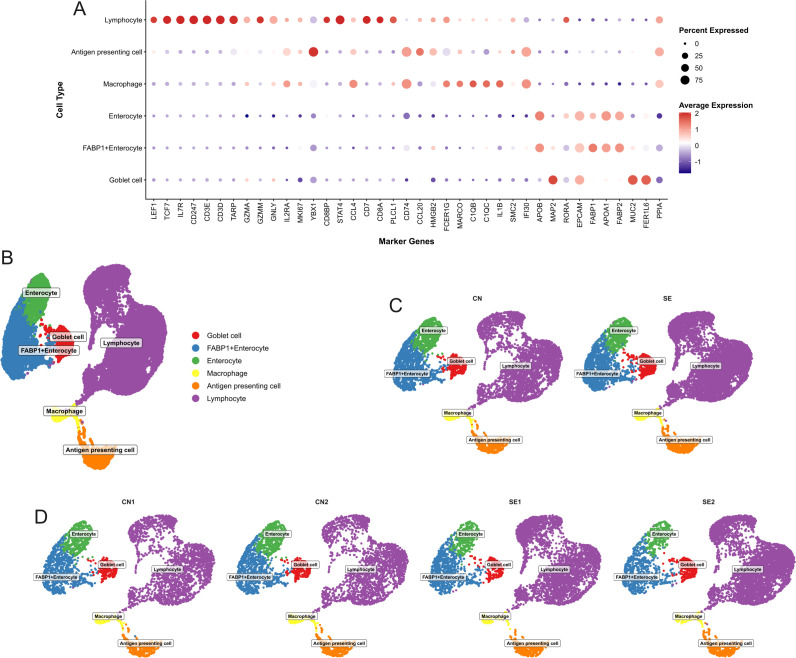
Global single-cell RNA sequencing clustering of ileal intraepithelial cells from *S.* Enteritidis-challenged and control chickens at 2 days post infection (dpi). Twenty-one-day-old SPF layer chickens were orally gavaged with 1.62 × 10^8^ CFU/bird of *S.* Enteritidis (challenge group, SE) or PBS (control group, CN). IELs isolated from the ileum at 2 dpi were processed using the 10x Genomics Chromium platform (n = 2 pooled samples per group) and analyzed using the Seurat pipeline. **(A)** Dot plot showing marker gene expression across identified cell types. Dot size represents the percentage of cells expressing each gene, and color intensity indicates the average expression level. **(B)** UMAP visualization of all identified cell types across both groups: FABP1^+^ enterocytes, goblet cells, antigen-presenting cells, lymphocytes, enterocytes, and macrophages. **(C)** UMAP plots split by treatment group (CN and SE). **(D)** UMAP plots split by individual replicates (CN1, CN2, SE1, and SE2).

#### 3.4.1 Myeloid cells

Among the myeloid lineage, antigen-presenting cells were identified by the expression of classical antigen-presenting genes (LYZ, MPEG1, CD74) and innate immune signaling genes (IL23A, and IL18). 

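Lysozyme (LYZ) averaged 10967 ± 5505 CPM inside and 15.7 ± 9.05 CPM outside (SD, n = 3) this cluster across CN, SE1 and SE2. MPEG1, which encodes a pore-forming protein of phagocytes, was 675-fold higher inside, and CD74, the invariant chain of MHC class II, 19.2-fold. The cytokine genes IL23A and IL18 were 22.4-fold and 5.06-fold higher inside. All 5 genes were higher inside the cluster in 3 of 3 libraries. With each cell thinned to 1000 UMIs, LYZ was detected in 69.1% of cells inside and 1.80% outside, and CD74 in 95.8% and 18.9%. Before thinning, the median cell held 2324 UMIs inside the cluster and 2539.5 outside. Between groups, LYZ was 4547 CPM in CN and 15398 and 13332 CPM in SE1 and SE2, a log2 fold change of 1.66 (standard error 0.35, adjusted p = 1.0e-04), and IL23A was 18.0 CPM in CN and 45.4 and 125 CPM in SE1 and SE2, a log2 fold change of 2.30 (standard error 0.30, adjusted p = 6.9e-12), both from edgeR. The LYZ call was lost with barcodes shared between libraries left out and the clusters drawn again, which left 215, 126 and 223 cells of this type in CN, SE1 and SE2, and with stricter cell filters, and the IL23A call with stricter filters, with DESeq2 and with the control counted as 2 libraries. MPEG1 (0.21, adjusted p = 0.842), CD74 (-0.34, adjusted p = 0.802) and IL18 (-0.59, adjusted p = 0.122) did not pass. CD74 turned to a value above 0 without integration (0.03) and under stricter filters (0.04), and IL18 without shared barcodes (0.05). The cluster was named from these genes, so their levels inside it describe the name.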

Macrophages were distinguished due to expression of canonical macrophage markers (MARCO, C1QA, C1QB, C1QC) along with antigen presenting genes (CD74 and CIITA).

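MARCO, a scavenger receptor, averaged 87.7 ± 26.3 CPM inside and 0.382 ± 0.0203 CPM outside (SD, n = 3) the macrophage cluster. The complement genes C1QA, C1QB and C1QC were 27.0-fold, 185-fold and 109-fold higher inside, CD74 was 8.08-fold higher, and CIITA, the master regulator of MHC class II genes, 14.3-fold, each in 3 of 3 libraries. In cells thinned to the same depth, MARCO was detected in 8.45% inside and 0.0318% outside, at median depths before thinning of 2151 UMIs inside the cluster and 2538 outside. Between SE and CN, MARCO had a log2 fold change of -0.55 (standard error 0.35, adjusted p = 0.426), and C1QA, C1QB and C1QC had values of 0.03, -0.23 and 0.20, none of which passed edgeR's test. C1QB turned to a value above 0 in thinned cells and under stricter cell filters.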

#### 3.4.2 Epithelial cells

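EPCAM, an epithelial adhesion molecule, averaged 3976 ± 278 CPM inside and 509 ± 94.3 CPM outside (SD, n = 3) the single absorptive cluster found at the main resolution, across CN, SE1 and SE2. CDH1, the adherens junction protein E-cadherin, was 10.6-fold higher inside, and EPCAM and CDH1 were higher inside in 3 of 3 libraries. In thinned cells EPCAM was detected in 93.0% inside and 9.26% outside, at 4212 UMIs inside the cluster and 2376 outside before thinning. Log2 fold changes of EPCAM and CDH1 were 0.07 and 0.28 (adjusted p = 0.987 and 0.874, edgeR). The small value of EPCAM lay below 0 in thinned cells.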

Two of the clusters were classified as Enterocyte due to expression of canonical enterocyte markers (EPCAM, CDH1, TJP2). One of them also expressed additional genes indicative of maturity (FABP1, FABP2, FABP6, CD36) and thus was designated FABP1^+^Enterocyte. 

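The lipid-binding protein gene FABP1 averaged 2138 ± 537 CPM inside and 17.5 ± 7.20 CPM outside (SD, n = 3) the absorptive cluster, in each case over the same 3 libraries. FABP2 was 115-fold higher inside, FABP6, the ileal bile acid carrier, 72.8-fold, and the fatty acid receptor gene CD36 27.7-fold, in 3 of 3 libraries. FABP1 was detected in 57.2% of thinned cells inside and 1.84% outside. FABP6 was 5165 CPM in CN and 21411 and 11501 CPM in SE1 and SE2, a log2 fold change of 1.67 (standard error 0.53, adjusted p = 0.256) that did not pass edgeR's test but passed with DESeq2 and with no filter on low counts. The log2 fold changes of FABP1, FABP2 and CD36 were 0.73, 0.14 and -1.25, and none passed.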

Goblet cells were annotated based on robust expression of classical goblet cell markers (MUC2, SPDEF, AGR2).

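MUC2, the main secreted mucin, averaged 14226 ± 1129 CPM inside and 44.0 ± 22.6 CPM outside (SD, n = 3) the goblet cluster. SPDEF, a transcription factor of goblet cell maturation, was 233-fold higher inside and AGR2, which folds mucins, 67.7-fold, each in 3 of 3 libraries. MUC2 was detected in 73.5% of thinned cells inside and 1.81% outside, at 2501 UMIs inside the cluster and 2532 outside before thinning. Goblet genes showed no call between SE and CN, with log2 fold changes of -0.03 for MUC2, 0.23 for SPDEF and 1.08 for AGR2. MUC2 turned to a value above 0 with no filter on low counts and in thinned cells, and SPDEF to one below 0 under stricter filters and without shared barcodes. In this cluster 8 genes rose and 8 fell. Those that rose most were hormone and granule genes, with CHGA at 41.8 CPM in CN and 3977 and 7805 CPM in SE1 and SE2 (adjusted p = 0.025) and IAPP at 0.972 CPM in CN and 316 and 502 CPM in SE1 and SE2 (adjusted p = 0.0086). Hormone-producing cells, more numerous in both SE libraries, had no cluster of their own in this clustering. The rise is therefore not told apart from a change in their number. PRLH had no UMI in CN and 43.2 and 105 CPM in SE1 and SE2, at least about 14.0-fold higher in each against a floor of 3 UMIs in CN taken without TMM. Of 12 enteroendocrine marker genes listed beforehand, 2 rose, none fell and 10 did not pass (3 rose when adjusted over the list alone), and the list was higher with camera (adjusted p = 3.7e-05). The call was lost at an adjusted p = 0.975 with an estimated correlation. All calls of this cluster were lost with the control counted as 2 libraries, a setting that gives CN no spread, and DESeq2 called 26 higher and 1 lower.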

#### 3.4.3 Lymphocytes

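CD3D, a chain of the T cell receptor complex, averaged 2875 ± 1216 CPM inside and 52.0 ± 33.9 CPM outside (SD, n = 3) the 4 lymphocyte clusters. CD3E and CD247, which belong to the same complex, were 52.1-fold and 55.1-fold higher inside, and the CD8 chains CD8A and CD8BP 53.9-fold and 82.7-fold. The transcription factors LEF1 and TCF7, which act in T cell development, were 46.1-fold and 50.7-fold higher. Every one of these genes was higher inside in 3 of 3 libraries. CD3D was detected in 77.5% of thinned cells inside and 3.41% outside, at 2382.5 UMIs inside the clusters and 3292 outside before thinning. CD3D was 1739 CPM in CN and 4435 and 2588 CPM in SE1 and SE2, a log2 fold change of 1.01 (standard error 0.43, adjusted p = 0.667) that did not pass edgeR's test. CD3E, CD247, CD8A, CD8BP, LEF1 and TCF7 had values of 0.30, -0.08, 0.01, 0.31, -0.39 and -0.03, and none passed. CD8A lay below 0 in thinned cells and TCF7 above 0 with no filter on low counts.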

The four lymphocyte clusters were identified using the canonical markers CD247, CD3D, CD3E, CD8A, CD8BP, LEF1, and TCF7. These clusters were grouped into a single cluster to elucidate the overall trend in the IEL response.

### 3.5 Sub-clustering of the lymphocyte group identified eight IEL subpopulations

To characterize T cell subtypes, the lymphocyte population was extracted and re-clustered using the top 50 differentially expressed genes (DEGs) between clusters, along with the expression of canonical marker genes (**Figure 4A**; **Supplementary Data Sheet 2**). Reclustering of the lymphocyte fraction after removal of contaminating erythrocytes and antigen-presenting cells identified eight lymphoid-lineage clusters (**Figure 4B**). 

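Clustering of the 10598 lymphocytes from CN, SE1 and SE2 gave 7 named clusters at the main resolution, and the stem-like Trm cells stood apart at resolution 0.4. Activated CD8+ Trm cells, led by the chemokine gene XCL1 and by CD8BP, were the most numerous with 4561 cells (43.0% of lymphocytes). Innate-like CTL, led by GZMA and GZMK, numbered 2181 (20.6%), progenitor T 832 (7.85%), proliferating effector cells 638 (6.02%), sensory γδ T cells 629 (5.94%), EOMES+ TCRαβ CD8 T cells 430 (4.06%) and Th17 IELs, led by CCL20, IL22 and IL17A, 118 (1.11%). Stem-like Trm cells numbered 1771 (16.7%), and every one of them is also counted in a cluster of the main resolution. A further 781 cells, led by CD226, CD28, THEMIS and LEF1, and 428 cells, led by MEF2C and UACA, stayed unnamed. These made up 8.21% and 4.57% of CN, 7.15% and 4.03% of SE1 and 7.14% and 3.79% of SE2 lymphocytes. A score threshold set after the clusters were seen, before any gene was tested, kept the 428 cells out of the γδ class.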

Reclustering was performed using the first 15 principal components and resolution 0.2,based on the elbow plot, and the optimal number of clusters was determined by the Silhouette width (**Supplementary Figure 5**). Resolution was optimized with the help of clustree v0.5.1 (**Supplementary Figure 6**).

**Figure 4:**
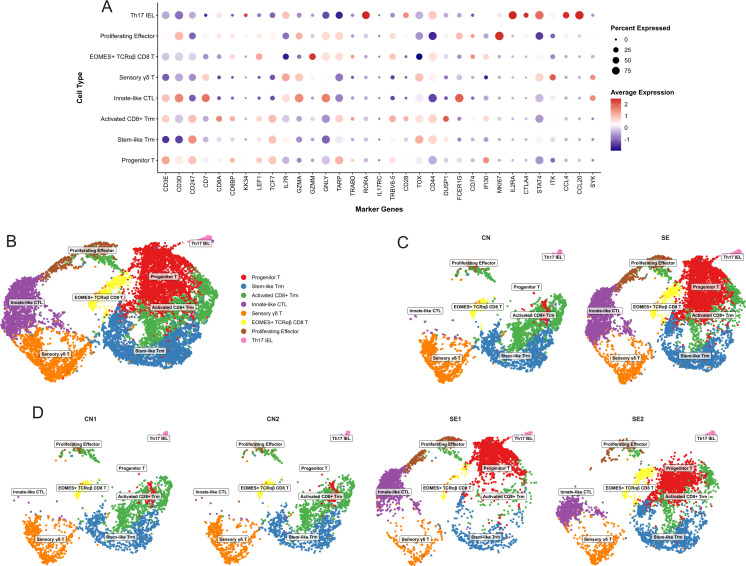
Sub-clustering of the lymphocyte population/IELs from ileal intraepithelial cells of control and *S.* Enteritidis-challenged chickens at 2 days post infection (dpi). Twenty-one-day-old SPF layer chickens were orally gavaged with 1.62 × 10^8^ CFU/bird of *S.* Enteritidis (challenge group, SE) or PBS (control group, CN). The lymphocyte cluster identified in the global clustering analysis (**Figure 3**) was extracted and re-clustered using the Seurat pipeline. **(A)** Dot plot showing marker gene expression across lymphocyte subpopulations. Dot size represents the percentage of cells expressing each gene, and color intensity indicates the average expression level. **(B)** UMAP visualization of all identified lymphocyte subpopulations across both groups: progenitor T, stem-like Trm, activated CD8^+^ Trm, innate-like CTL, sensory γδ T, EOMES^+^ TCRαβ CD8 T, proliferating effector, and Th17 IEL. **(C)** UMAP plots split by treatment group (CN and SE). **(D)** UMAP plots split by individual replicates (CN1, CN2, SE1, and SE2).

#### 3.5.1 Progenitor T cell

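LEF1 averaged 647 ± 129.6 CPM inside and 156 ± 31.1 CPM outside (SD, n = 3) the progenitor T cluster, among lymphocytes of CN, SE1 and SE2. SOX4, a transcription factor of immature cells, was 3.01-fold higher inside, TCF7 1.69-fold and ZNF593 1.56-fold, each in 3 of 3 libraries. LEF1 was detected in 40.9% of thinned cells inside and 9.94% of other lymphocytes, and TCF7 in 76.5% and 45.8%, at 4059 UMIs inside the cluster and 2279 outside before thinning. Between SE and CN, LEF1 had a log2 fold change of -0.27, SOX4 -0.12, TCF7 0.03 and ZNF593 1.10 (standard error 0.32, adjusted p = 0.167). None passed edgeR's test, and TCF7 turned to a value below 0 in thinned cells, under stricter filters and without shared barcodes. The cluster carries its name from LEF1, TCF7, SOX4 and further markers listed beforehand.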

Progenitor T cell (Progenitor T) was classified based on the detection of LEF1 and TCF7, whichare involved in T cell development, maturation, and memory, along with the expression of SOX4, which maintains an undifferentiated or progenitor state, and ZNF593, a progenitor-associated transcription factor (**Supplementary Figure 7B**). ZAP70 and CSK genes were also expressed, indicating TCR signaling and further confirming that the cells are of the T cell lineage. Furthermore, the cluster showed increased protein synthesis (RPS26, RPS24, RPL34, RPL31), indicative of an actively translating effector poised state.

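ZAP70, the kinase that binds the stimulated T cell receptor, averaged 201 ± 31.6 CPM inside and 85.5 ± 25.1 CPM outside (SD, n = 3) the cluster. It was 2.35-fold higher than in other lymphocytes and higher in 3 of 3 libraries. CSK, a kinase that restrains receptor signaling, averaged 139 ± 45.2 CPM inside and 122 ± 19.6 CPM outside (SD, n = 3), a 1.14-fold difference seen in 2 of 3 libraries. In SE, CSK had a log2 fold change of 0.92 (standard error 0.34, adjusted p = 0.440) and ZAP70 one of 0.06, and neither passed edgeR's test.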

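The ribosomal protein genes RPS26, RPS24, RPL34 and RPL31 were 1.44-fold, 1.56-fold, 1.39-fold and 1.32-fold higher in progenitor T than in other lymphocytes, each in 3 of 3 libraries. Within the cluster, RPS26 was 291 CPM in CN and 3215 and 1332 CPM in SE1 and SE2 and rose in SE by a log2 fold change of 2.96 (standard error 0.51, adjusted p = 0.020). RPL31 (ENSGALG00010013470, chromosome 1 of GRCg7b from 133476278 to 133481380) was 251 CPM in CN and 984 and 1063 CPM in SE1 and SE2 and rose by 2.03 (standard error 0.34, adjusted p = 0.020). RPL34 rose by 2.18 (standard error 0.48, adjusted p = 0.039), and RPS24 had a value of 1.17 (standard error 0.36, adjusted p = 0.205) that did not pass. Among 69 ribosomal protein genes, listed beforehand, 35 rose in the cluster, none fell and 34 did not pass edgeR's test, and 53 rose when adjusted over the list alone. RPS26 and RPL34 were no longer called with the control counted as 2 libraries or with DESeq2.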

#### 3.5.2 Activated effector-resident memory CD8^+^ TCRαβ T cells (Activated CD8^+^ Trm)

Activated effector-resident memory CD8^+^ TCRαβ T cells (ActivatedCD8^+^ Trm) had expression of TRBV6–5 and CD8A, indicating CD8^+^ TCRαβ lineage, along with TCR signaling markers implicating activation state (CD83, EGR3, CRTAM, TNIP2, and HSPB9; **Supplementary Figure 7C**).

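CD8A was 2.40-fold and TRBV6-5, a variable segment of the T cell receptor beta chain, 1.80-fold higher in activated CD8+ Trm cells than in other lymphocytes. CD83, the early response gene EGR3 and the activation receptor gene CRTAM were 2.02-fold, 2.13-fold and 2.53-fold higher, each in 3 of 3 libraries. TNIP2, which restrains NF-κB, was 1.38-fold and the small heat shock protein gene HSPB9 1.15-fold higher, in 2 of 3 libraries. CRTAM was detected in 21.1% of thinned cells inside and 8.52% outside, at 1985 UMIs inside the cluster and 2750.0 outside before thinning. In SE, TNIP2 (ENSGALG00010017513, chromosome 4 of GRCg7b from 81949813 to 81957766) fell from 620.4 CPM in CN to 205 and 289 CPM in SE1 and SE2, a log2 fold change of -1.33 (standard error 0.32, adjusted p = 0.0070), and HSPB9 fell from 1254 to 554 and 217 CPM in SE1 and SE2, a log2 fold change of -1.70 (standard error 0.36, adjusted p = 0.0016). CD83 (-1.10, adjusted p = 0.064), CRTAM (-0.59), EGR3 (-0.19), TRBV6-5 (-0.35) and CD8A (-0.32) did not pass edgeR's test. The TNIP2 and HSPB9 calls were lost with the control counted as 2 libraries, without shared barcodes, and with the unnamed CD226 cluster added to this one, the latter pair of settings chosen after the data were seen. HSPB9 also lost its call with DESeq2.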

#### 3.5.3 Stem-like resident memory T cells (Stem-like Trm)

Stem-like resident memory T cells (Stem-like Trm) were identified based on expression of T cell-associated genes (BCL11B, NFATC1, CD247), genes associated with memory (TOX, CD44), along with genes indicating stem-like nature: TCF7, FOXP1, and FOXO1 (**Supplementary Figure 7D**). 

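The T cell factors BCL11B and NFATC1 were 2.17-fold and 2.41-fold higher in stem-like Trm cells than in other lymphocytes, and CD247 was 1.98-fold higher. TOX, which acts in long-lived and exhausted T cells, was 1.69-fold and the adhesion receptor gene CD44 1.71-fold higher. TCF7, FOXP1 and FOXO1 were 1.26-fold, 1.57-fold and 1.28-fold higher. NFATC1 averaged 1679 ± 304 CPM inside and 697 ± 192 CPM outside (SD, n = 3) and was detected in 75.2% of thinned cells inside and 41.3% outside, at 1511 UMIs inside the cluster and 2683 outside before thinning. None of the 8 genes passed edgeR's test between SE and CN, with log2 fold changes from -0.58 to 0.00. In the classes made without integration, CD247, NFATC1, TCF7, FOXP1 and FOXO1 turned to values above 0. Across all genes of this cluster, 113 rose and 22 fell, among them HSPB9, which fell by 1.95 (standard error 0.29, adjusted p = 6.3e-05) on the log2 scale, and the mitochondrial ribosomal protein gene MRPS21, which rose by 3.56 (standard error 0.71, adjusted p = 0.0020). Without integration 1 gene rose and 4 fell, and both of these calls were lost, that of HSPB9 also with DESeq2 and with the control counted as 2 libraries and that of MRPS21 also in thinned cells.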

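TCF7 averaged 2291 ± 33.5 CPM in progenitor T and 1322 ± 179.7 CPM in stem-like Trm cells (SD, n = 3 libraries), both clusters taken at resolution 0.4, where the stem-like cluster forms. It was detected in 82.6% and 67.2% of their thinned cells, and was lower in stem-like Trm cells in 3 of 3 libraries. LEF1 averaged 654 ± 127 CPM in progenitor T and 77.0 ± 7.13 CPM in stem-like Trm cells, and SOX4 346 ± 26.8 CPM and 76.5 ± 13.9 CPM.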

Notably, TCF7 is shared between progenitor T and Stem-like Trm, reflecting their sharedstemness characteristic. However, this cluster is distinguished from progenitor T based on enrichment of FOXP1 (significantly lower in progenitor T; Wilcoxon test [adjusted *P* < 0.05]) and FOXO1 (absent in progenitor T; Wilcoxon test [adjusted *P* < 0.05]), two transcription factors that enforce T cell quiescence and long-term self-renewal. It is important to note that progenitor T cells and Stem-like Trm share the TCF7 marker, and individual gene feature plots show overlapping signals between these clusters (**Supplementary Figure 7**), reflecting their transcriptomic similarity, which is further explored through trajectoryanalyses in the following sections. 

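FOXP1 averaged 1562 ± 213 CPM in stem-like Trm and 1081 ± 67.2 CPM in progenitor T cells (SD, n = 3 libraries), and was higher in stem-like Trm cells in 3 of 3 libraries. FOXO1 averaged 724 ± 56.6 CPM in stem-like Trm and 921 ± 226 CPM in progenitor T cells, and was higher in stem-like Trm cells in 0 of 3 libraries. In cells thinned to 1000 UMIs, FOXO1 was detected in 41.5% of stem-like Trm and 51.7% of progenitor T cells, and FOXP1 in 74.2% and 60.0%. The clusters were compared as averages per library, with no test over cells, because cells of 1 library are not independent. Both come from the finer resolution, at which the stem-like cluster forms. Progenitor T held 1755 cells there and 832 at the main resolution, so these are different sets of cells. At the main resolution FOXO1 averaged 883 ± 255 CPM in progenitor T (SD, n = 3 libraries) and was detected in 47.8% of its thinned cells. Clusters were rebuilt here, so neither set may be the paper's progenitor T population.

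**Figure D1:**
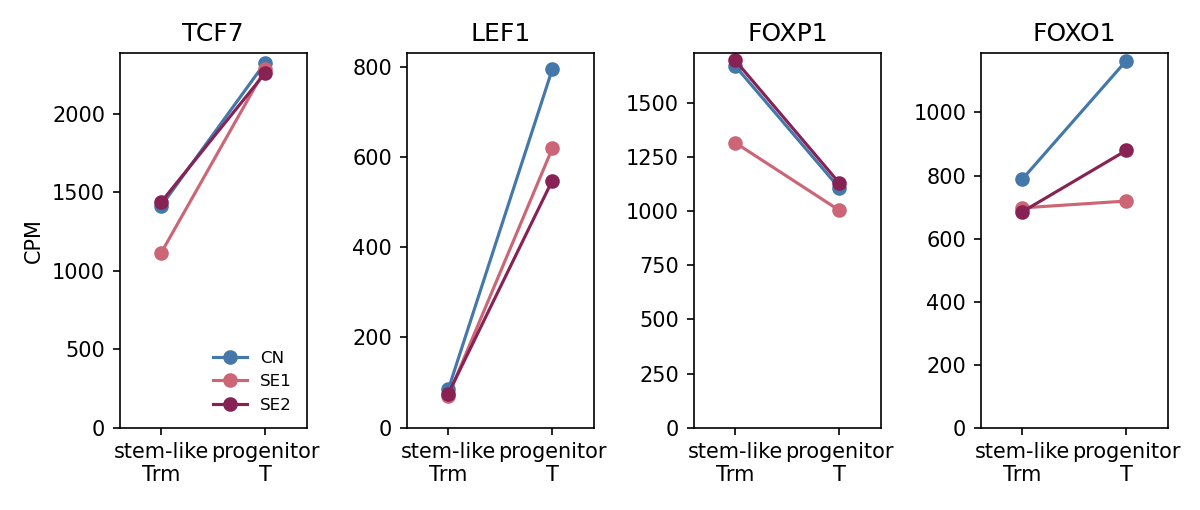
CPM of genes in stem-like Trm and progenitor T cells, both taken at the finer resolution, for each library, with the points of a library joined by a line. FOXO1 lies higher in progenitor T in each library and FOXP1 higher in stem-like Trm.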

To confirm that the overlap between Stem-like Trm and ProgenitorT was not due to dissociation, we performed a dissociation-induced stress module score using the canonical signature of immediate early genes, heat shock proteins, and stress-response factors (28) across stem-like Trm and progenitor T clusters using Seurat’s AddModuleScore function (**Supplementary Figure 8**). Stem-like Trm and Progenitor T cells exhibited dissociation stress scores tightly distributed around zero (median scores ≈0.05 and ≈0.13, respectively). This confirmed that dissociation-induced stress was not responsible for the transcriptomic similarity between these two clusters.

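A module score of 25 immediate early, heat shock and stress genes had a median of 0.107 in 1771 stem-like Trm cells (quartiles -0.0445 to 0.279) and of 0.228 in 1755 progenitor T cells (quartiles 0.0710 to 0.396). The median of stem-like Trm cells was 0.151 in CN, 0.0577 in SE1 and 0.109 in SE2. Progenitor T cells had medians of 0.283, 0.145 and 0.253 in the same libraries. In cells thinned to the same depth the medians were 0.190 for stem-like Trm and 0.303 for progenitor T cells. The score was computed with Seurat's AddModuleScore, as in the study, at resolution 0.4.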

#### 3.5.4 Innate-like cytotoxic T cells

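GZMA and GZMK, proteases of cytotoxic granules, were 13.2-fold and 9.99-fold higher in innate-like CTL than in other lymphocytes, and GNLY, the granule protein that permeabilises microbial membranes, 5.71-fold. CD7 was 3.24-fold and CD3D 2.01-fold higher. GZMA averaged 21114 ± 4850.2 CPM inside and 1594 ± 1796 CPM outside (SD, n = 3) the cluster, and all 5 genes were higher inside in 3 of 3 libraries. In thinned cells GZMA was detected in 98.8% inside and 15.3% outside, at 2776 UMIs inside the cluster and 2273 outside before thinning.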

Expressions of cytotoxic genes (GZMA, GZMK, GNLY) along with T cell specific genes (CD7, and CD3D) denoted cytotoxic T cells. Moreover, expression of NK and innate-linked genes (FCER1G, SYK) was also observed; therefore, we termed this cluster innate-like cytotoxic T cells (Innate-like CTL).

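FCER1G, the signaling chain of Fc and natural killer receptors, averaged 1320.0 ± 1233 CPM inside and 312 ± 326 CPM outside (SD, n = 3) innate-like CTL. SYK, the kinase that FCER1G recruits, averaged 167 ± 24.9 CPM inside and 23.9 ± 9.18 CPM outside (SD, n = 3). These were 4.23-fold and 7.00-fold differences from other lymphocytes, seen in 3 of 3 libraries. SYK was detected in 15.2% of thinned cells inside and 1.84% outside.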

#### 3.5.5 Sensory γδ T cells Sensory gd T

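The serotonin receptor gene HTR4 averaged 422 ± 62.9 CPM inside and 63.5 ± 26.4 CPM outside (SD, n = 3) the γδ cluster, a 6.64-fold difference from other lymphocytes. SYK was 4.58-fold higher inside. HTR4 was detected in 29.5% of thinned cells inside and 4.24% outside, at 1210.0 UMIs inside the cluster and 2533 outside before thinning. SE over CN, the log2 fold changes of HTR4 and SYK were -0.33 and -0.10, and neither passed edgeR's test. SYK turned to a value above 0 under stricter cell filters. In this cluster 31 genes rose in SE, led by the ribosomal protein genes RPL36 (3.26, adjusted p = 0.0016) and RPL35A (3.14, adjusted p = 6.7e-04), and 19 fell. Among those that fell was the taste channel gene TRPM5, at 97.3 CPM in CN and with no UMI in SE1 or SE2, whose call was lost with DESeq2. With ribosomal and mitochondrial genes left out of library sizes 8 genes rose and 17 fell, with the control counted as 2 libraries 16 and 39 and with no filter on low counts 17 and 26, and DESeq2 called 0 higher and 2 lower.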

Sensory γδ T cells (Sensory γδ T) were identified by co-expression of SYK and ITK (γδ cells’ hallmark) along with upregulation of HTR4 and ADRB2, which signify neuro-immune crosstalk.

#### 3.5.6 EOMES^+^TCRαβ CD8 T cells

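EOMES averaged 191 ± 30.0 CPM inside and 5.08 ± 0.612 CPM outside (SD, n = 3) this cluster, a 37.6-fold difference from other lymphocytes. The adenosine receptor gene ADORA2A was 17.6-fold, the granzyme gene GZMM 9.52-fold, the kinase gene TEC 3.58-fold and TRBV6-5 1.35-fold higher inside. EOMES was detected in 11.7% of thinned cells inside and 0.421% outside, at 3156 UMIs inside the cluster and 2346.5 outside before thinning. In SE their log2 fold changes were -0.23, -0.44, -0.59, -0.41 and -0.14, in this order, and none passed edgeR's test. 125 other genes rose in this cluster and 23 fell, among them the signal transducer gene SMAD1, at 112 CPM in CN and 22.7 and 8.74 CPM in SE1 and SE2 (adjusted p = 1.1e-04). With no filter on low counts, and without shared barcodes, 0 genes rose and 2 fell, and the SMAD1 call was lost.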

EOMES, GZMM, TRBV6-5, ADORA2A, and TEC expression enabled us to identify this cluster as EOMES^+^TCRαβ CD8 T cells (EOMES^+^TCRαβ CD8 T). EOMES is a defining transcription factor for CD8^+^ effector and memory differentiation, while ADORA2A regulates T cell function, and TEC maintains low-level survival signaling.

#### 3.5.7 Proliferating effector lymphocytes

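MKI67 and TOP2A, genes of dividing cells, were 84.1-fold and 88.5-fold higher in this cluster than in other lymphocytes, and the mitotic gene CDC20 202-fold. BATF was 2.03-fold and ARHGDIB 2.56-fold higher. CD3D averaged 2887 ± 1408 CPM inside and 2864 ± 1182 CPM outside (SD, n = 3), a 1.01-fold difference seen in 1 of 3 libraries. TOP2A was detected in 48.0% of thinned cells inside and 0.530% outside, at 3681 UMIs inside the cluster and 2330.0 outside before thinning. Between SE and CN, MKI67 (0.16), TOP2A (-0.22), CDC20 (-0.46), BATF (0.65), ARHGDIB (-0.24) and CD3D (1.11, adjusted p = 0.126) did not pass edgeR's test. Of 8 B and plasma cell marker genes, listed beforehand, 5 fell in this cluster, none rose and 3 did not pass, and 7 fell when adjusted over the list alone. The list was lower with camera (median log2 fold change -2.65, adjusted p = 3.1e-07), and the call was lost at an adjusted p = 0.974 with an estimated correlation. Barcodes that recurred in another library and were less than 4 times deeper than their partner there carried 25.2% of its CN cells.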

Proliferating effector lymphocytes (Proliferating Effector) exhibited strong expression of genes related to proliferation (MKI67, TOP2A, CDC20) and lymphocyte lineage (CD3D, BATF, ARHGDIB).

#### 3.5.8 Th17 IEL

The last cluster was designated Th17 IEL based on strong expression of type 17-associated genes (IL17A, IL22, and IL23R) and RORA, which drives the Th17 program in chickens. This cluster also expressed T-cell markers (CD28, ICOS, CD40LG). Furthermore, expression of ERNI (ENSGALG00010028006) and ZBTB46 within this cluster suggested an innate-like characteristic.

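IL17A and IL22, cytokines of the type 17 response, averaged 1164 ± 495 CPM and 3400.0 ± 1083 CPM inside the Th17 cluster (SD, n = 3 libraries), 627-fold and 444-fold above other lymphocytes. The receptor gene IL23R was 213-fold and RORA 16.9-fold higher inside, each in 3 of 3 libraries. IL17A was detected in 34.8% of thinned cells inside and 0.0599% outside, at 2211.5 UMIs inside the cluster and 2388.5 outside before thinning. The cluster held 33 CN, 43 SE1 and 42 SE2 cells. The log2 fold changes of SE over CN were 1.01 (standard error 0.50, adjusted p = 0.420) for IL17A, 0.65 for IL22, -0.68 for IL23R and -1.07 (standard error 0.46, adjusted p = 0.272) for RORA, and none passed edgeR's test.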

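CD40LG, the ligand by which helper T cells stimulate other cells, was 60.9-fold higher in Th17 IELs than in other lymphocytes. The costimulatory receptor genes ICOS and CD28 were 31.9-fold and 2.90-fold higher, and each of them was higher in 3 of 3 libraries. In SE, CD40LG, ICOS and CD28 had log2 fold changes of -1.32, -0.50 and -0.43, and none passed edgeR's test.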

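ZBTB46, a transcription factor best known from dendritic cells, averaged 497 ± 331 CPM inside and 57.2 ± 25.2 CPM outside (SD, n = 3) the Th17 cluster, an 8.68-fold difference from other lymphocytes. ERNI (ENSGALG00010028006) stood among the 15 genes with the highest fold in this cluster, beside CCL20, IL22 and IL17A. In SE, ZBTB46 fell from 855 CPM in CN to 250.3 and 368 CPM in SE1 and SE2, a log2 fold change of -1.43 (standard error 0.43, adjusted p = 0.037) by edgeR. Among heat shock genes that fell were HSPB9, at 3899 CPM in CN and 691 and 591 CPM in SE1 and SE2 (adjusted p = 2.0e-05), and DNAJB1, at a log2 fold change of -2.70 (standard error 0.49, adjusted p = 1.7e-05). GNLY rose from 309 CPM in CN to 8359 and 3821 CPM in SE1 and SE2 (adjusted p = 7.3e-06). Free RNA was not removed and GNLY was higher in SE in every cell type tested, so this does not show that Th17 IELs made it. All calls of this small cluster that are named here were lost without shared barcodes and with the clusters drawn again, which moved it from 33, 43 and 42 to 29, 42 and 38 cells in CN, SE1 and SE2, where 0, 2 and 0 of its barcodes were shared, so the loss is not put down to those barcodes.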

### 3.6 Altered DEGs and composition in global clustering following *S.* Enteritidis

To study transcriptomic differences, DEGs were compared between the CN and SE groups for each cell type. 

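From CN to SE, edgeR called 638 genes in antigen-presenting cells (484 rose and 154 fell), 682 in macrophages (426 rose and 256 fell), 39 in lymphocytes (26 rose and 13 fell), 31 in FABP1+ enterocytes (24 rose and 7 fell) and 16 in goblet cells (8 rose and 8 fell). In lymphocytes, S100A12, an antimicrobial calcium-binding protein of granulocytes, had no UMI in CN and 15.4 and 45.8 CPM in SE1 and SE2, at least about 24.2-fold higher in each against a floor of 3 UMIs taken without TMM (adjusted p = 0.032). It lies on chromosome 25 of GRCg7b from 1707065 to 1708503. EXFABP, a siderophore-binding lipocalin, had no UMI in CN either and 5.58 and 12.3 CPM in SE1 and SE2, at least 8.80-fold higher in each (adjusted p = 0.045). The respiratory chain gene NDUFAF8 rose by 2.66 (standard error 0.45, adjusted p = 0.045) and the ribosomal gene RPS27 by 2.64 (standard error 0.42, adjusted p = 0.043) on the log2 scale. Among the genes that fell most in lymphocytes were members of MHC-Y, a family of class I-like and lectin-like genes. Members of this family resemble each other, so reads can be split among them or lost, and the count of each is uncertain. The lectin-like gene YLEC18 fell from 458 CPM in CN to 3.97 and 1.09 CPM in SE1 and SE2, a log2 fold change of -7.67 (standard error 0.58, adjusted p = 3.5e-04), and the class I-like genes MHCY15 and MHCYL fell by 6.45 (standard error 0.59, adjusted p = 0.0014) and 2.86 (standard error 0.34, adjusted p = 0.0087). In macrophages S100A12 was 717 and 1685 CPM in SE1 and SE2 with no UMI in CN, at least 194-fold higher in each, and in antigen-presenting cells it was 147 and 405 CPM in SE1 and SE2, at least 143-fold higher in each. In FABP1+ enterocytes GNLY rose from 18.2 CPM to 294 and 174 CPM in SE1 and SE2, by 3.69 (standard error 0.42, adjusted p = 0.020), and the protocadherin gene PCDH15 fell by 2.25 (standard error 0.34, adjusted p = 0.045). Free RNA was not removed, S100A12 had UMIs in SE in all 13 cell types and GNLY was higher in SE in all 13, so these values do not show which cells made the transcripts. All calls named for FABP1+ enterocytes were lost without the barcodes shared between libraries, a setting chosen after the data were seen that also drew the clusters again. The lymphocyte calls of S100A12, EXFABP, NDUFAF8 and RPS27 were lost in that setting too, under stricter cell filters and with the control counted as 2 libraries, where that of YLEC18 was lost as well (adjusted p = 0.052). In lymphocytes 1 gene rose and 9 fell in thinned cells, 2 and 11 without integration, 1 and 11 without shared barcodes and 0 and 10 under stricter filters. DESeq2 called 188 genes in lymphocytes and 203 in FABP1+ enterocytes, against 225 in antigen-presenting cells and 172 in macrophages, where edgeR called 0 with no filter on low counts. The weight that edgeR gives to the spread pooled over genes, its prior degrees of freedom, was infinite in antigen-presenting cells and macrophages. It was 8.99 in lymphocytes, 7.51 in FABP1+ enterocytes and 9.70 in goblet cells, so counts of calls are not on a like scale.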

The largest number of upregulated genes was observed in FABP1^+^ enterocytes, followed by lymphocytes and antigen-presenting cells (**Figure 5A**). The cellular composition of ileal epithelial compartments differed between control (CN) and *S.* Enteritidis-challenged (SE) groups (**Figure 5B**). 

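Lymphocytes made up 49.3% (95% exact interval 47.9 to 50.8) of cells in CN, 63.5% (95% exact interval 62.3 to 64.7) in SE1 and 68.2% (95% exact interval 67.1 to 69.3) in SE2. The SE mean of 65.8% ± 3.31 (SD, n = 2 libraries) was 1.33 times the CN share, and the rise passed the test on logit-transformed shares (limma, adjusted p = 0.043). Both SE libraries lay above the interval of CN, by more than the 3.31 points of SD between SE1 and SE2. The call was lost at clustering resolutions of 0.1 and 0.4, without integration, under stricter cell filters and without shared barcodes, with adjusted p between 0.095 and 0.211. In these settings the lymphocyte share stayed 1.33 to 1.37 times higher in SE.

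**Figure D2:**
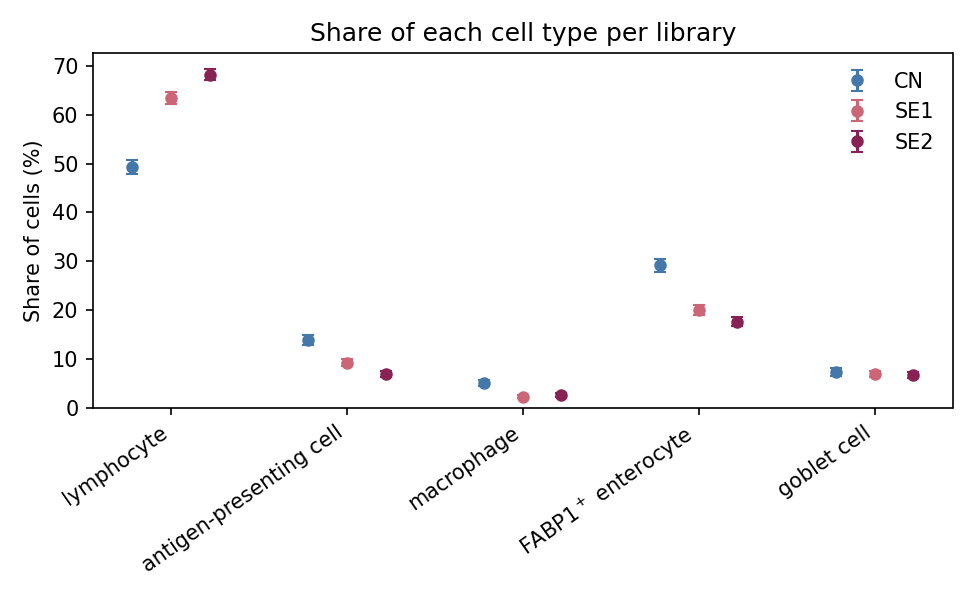
Share of all cells, in percent, for each named cell type in CN, SE1 and SE2, with 95% exact intervals that cover counting error. The lymphocyte points rise from 49.3% in CN to 63.5% and 68.2% in SE, and those of antigen-presenting cells and FABP1+ enterocytes are lower in both SE libraries.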

Lymphocytes represented the dominant population and were significantly increased in the SE group compared to CN (*P* adj < 0.05). In contrast, enterocytes, FABP1^+^ enterocytes, and macrophages were significantly reduced in SE relative to CN (*P* adj < 0.05). These patterns were consistent across biological replicates (CN1, CN2, SE1, SE2), indicating reproducibility of the observed changes (**Figure 5B**).

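FABP1+ enterocytes fell from 29.2% (95% exact interval 27.9 to 30.6) of cells in CN to 20.0% (95% exact interval 18.9 to 21.0) in SE1 and 17.7% (95% exact interval 16.8 to 18.6) in SE2, 0.644 times the CN share (limma, adjusted p = 0.043). Antigen-presenting cells fell from 13.8% (95% exact interval 12.8 to 14.9) to 9.22% (95% exact interval 8.49 to 9.99) and 6.97% (95% exact interval 6.37 to 7.60), 0.585 times the CN share (adjusted p = 0.043). Macrophages made up 5.11% (95% exact interval 4.49 to 5.79) in CN and 2.31% (95% exact interval 1.94 to 2.72) and 2.63% (95% exact interval 2.26 to 3.03) in SE, 0.482 times the CN share, and did not pass (adjusted p = 0.119). They passed when the 1 control library was counted as 2, which adds no birds (adjusted p = 0.0029). Goblet cells made up 7.30% in CN and 6.95% and 6.72% in SE (adjusted p = 0.716). The falls of FABP1+ enterocytes and antigen-presenting cells did not pass at other resolutions, without integration, under stricter filters or without shared barcodes, where their adjusted p ranged up to 0.565. In each of these settings both shares stayed lower in SE than in CN. Lymphocytes, FABP1+ enterocytes, antigen-presenting cells and goblet cells come from 1 clustering of all cells, so a higher share of lymphocytes lowers the others. Macrophages come from another clustering and are also counted in these types.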

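The lymphocyte share was 1.29 times that of CN in SE1 and 1.38 times in SE2, that of FABP1+ enterocytes 0.683 and 0.604 times, that of antigen-presenting cells 0.667 and 0.504 times, and that of macrophages 0.451 and 0.514 times. Goblet cells had 0.952 and 0.920 times the CN share. The direction was thus shared by SE1 and SE2 in these 5 cell types. CN1 and CN2 hold the same counts, so the spread between control libraries was not measured.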

**Figure 5:**
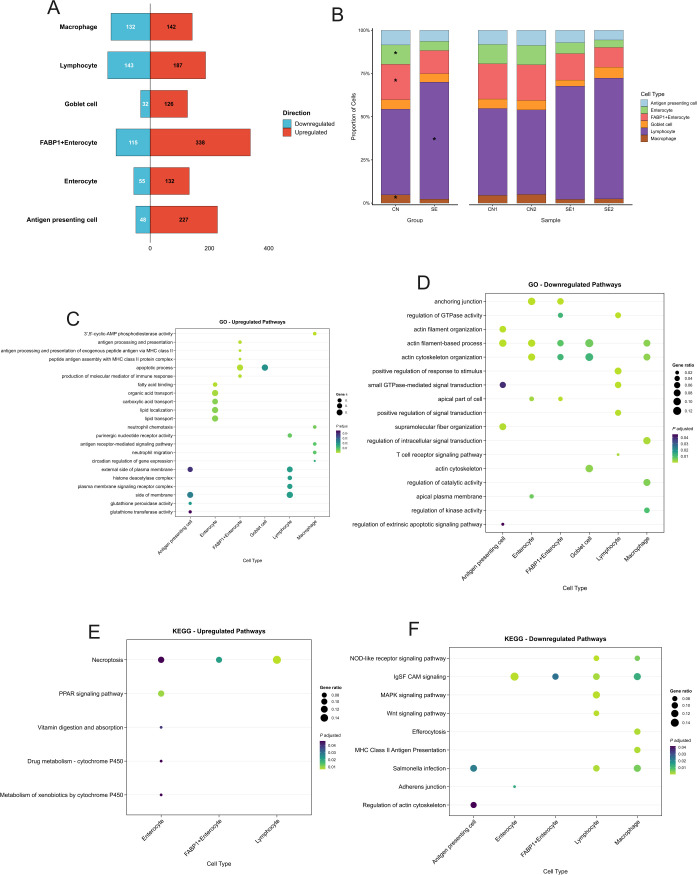
Differential gene expression, cell proportion, and pathway enrichment analyses of global ileal intraepithelial cell types following *S.* Enteritidis challenge at 2 days post infection (dpi). Twenty-one-day-old SPF layer chickens were orally gavaged with 1.62 × 10^8^ CFU/bird of S. Enteritidis (challenge group, SE) or PBS (control group, CN). DEGs between SE and CN were identified within each cell type from the global clustering analysis (**Figure 3**) using the MAST test with CPM normalization and CDR as a covariate (adjusted *P* < 0.05; |log_2_FC| > 0.5). **(A)** Number of upregulated and downregulated DEGs per cell type. **(B)** Proportion of cells contributed by each cell type in CN and SE groups (left) and across individual replicates (CN1, CN2, SE1, and SE2; right). Cell proportion differences were assessed using propeller (* indicates adjusted *P* < 0.05). **(C)** GO enrichment analysis of upregulated DEGs across cell types. **(D)** GO enrichment analysis of downregulated DEGs across cell types. **(E)** KEGG pathway enrichment analysis of upregulated DEGs across cell types. **(F)** KEGG pathway enrichment analysis of downregulated DEGs across cell types. In panels C–F, dot size represents the gene ratio and color intensity indicates the adjusted *P*-value.

### 3.7 *S.* Enteritidis challenge induced a significant shift in translation and metabolic activity

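Of 69 cytosolic ribosomal protein genes, listed before any test was run, the median log2 fold change was 1.56 in lymphocytes, 1.26 in antigen-presenting cells, 1.61 in macrophages, 1.23 in FABP1+ enterocytes and 1.31 in goblet cells. In antigen-presenting cells 48 of them rose, none fell and 21 did not pass edgeR's test, in macrophages 48 rose, none fell and 21 did not pass, and in lymphocytes 4 rose, none fell and 65 did not pass. When adjusted over the list alone, 50, 53 and 51 rose. In FABP1+ enterocytes and goblet cells none rose or fell, and 47 and 0 rose when adjusted over the list alone. Among the 8 lymphocyte clusters the ribosomal median lay between 1.35 and 1.69. In classes made without integration it was 0.07 in stem-like Trm and 0.46 in sensory γδ T cells. It lay between 1.35 and 1.59 in the other lymphocyte clusters tested in that setting. Of 75 nuclear-encoded genes (74 in macrophages) of oxidative phosphorylation, the ATP-producing pathway of mitochondria, 43 rose in antigen-presenting cells, 30 in macrophages and 1 in lymphocytes, with medians of 0.86, 0.68 and 1.28 (46, 33 and 46 when adjusted over the list alone). None of them fell in these 3 cell types, and 1 fell in antigen-presenting cells when adjusted over the list alone. Both lists were higher with camera in 13 of 13 cell types, at an adjusted p = 1.8e-32 for ribosomal genes and 9.1e-18 for oxidative phosphorylation in lymphocytes. These calls were lost with an estimated correlation, at adjusted p = 0.900 with an estimated correlation in lymphocytes and at least 0.717 in every cell type. That setting could hardly call any list here, so the loss decides nothing. The preset correlation in turn takes genes of a list as almost independent, so its small p-values measure no spread between birds. The 13 cell types come from the same libraries and share cells, so they are not separate evidence. The ribosomal median over CN in lymphocytes was 1.67 in SE1 and 1.43 in SE2. Ribosomal protein genes took 4.33% of lymphocyte UMIs in CN, 10.6% in SE1 and 8.46% in SE2. In lymphocytes of CN, 25 stress and immediate early genes were higher than in SE (median log2 fold change -0.51, 0 of 25 past edgeR's test), with camera at an adjusted p = 0.0017 that became adjusted p = 0.900 with an estimated correlation.

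**Figure D3:**
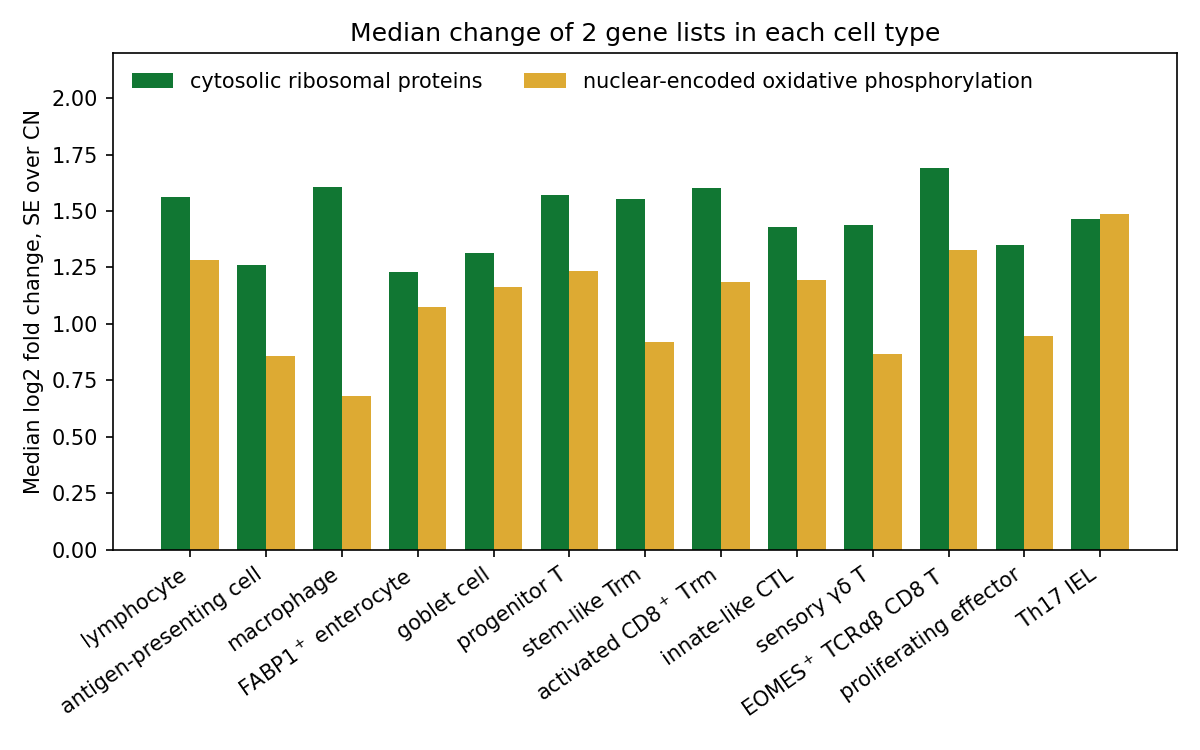
Median log2 fold change of SE over CN for cytosolic ribosomal protein genes and nuclear-encoded oxidative phosphorylation genes in each of 13 cell types. All medians lie above 0, between 1.23 and 1.69 for ribosomal and between 0.68 and 1.49 for oxidative phosphorylation genes.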

Across both clustering levels, cells in the SE group showed coordinated upregulation of ribosomalprotein (e.g., RPL and RPS) and metabolic pathway genes, indicating elevated translational capacityand increased energy production to support immune system modulation and cellular turnover. Similar findings have been reported in chicken lymphocytes following *S.* Enteritidis challenge by Sekelova et al. (29) where they reported an increase in proteins related to the ribosome and oxidative phosphorylation. Furthermore, *Salmonella* challenge studies in murine model also reported metabolic reprogramming and upregulation of certain metabolic pathways and ribosomal biogenesis (30, 31). Based on these DEGs findings and focusing on immune-specific pathways, we filtered out the common genes related to translation and metabolism. Subsequent GO and KEGG analyses prioritized immune-related and infection-associated pathways (*P* adj < 0.05). Full details for GO and KEGG pathways are provided in **Supplementary Data Sheet 3** (**Figures 5C–F**) and **Supplementary Data Sheet 4** (**Figures 6C–F**).

**Figure 6:**
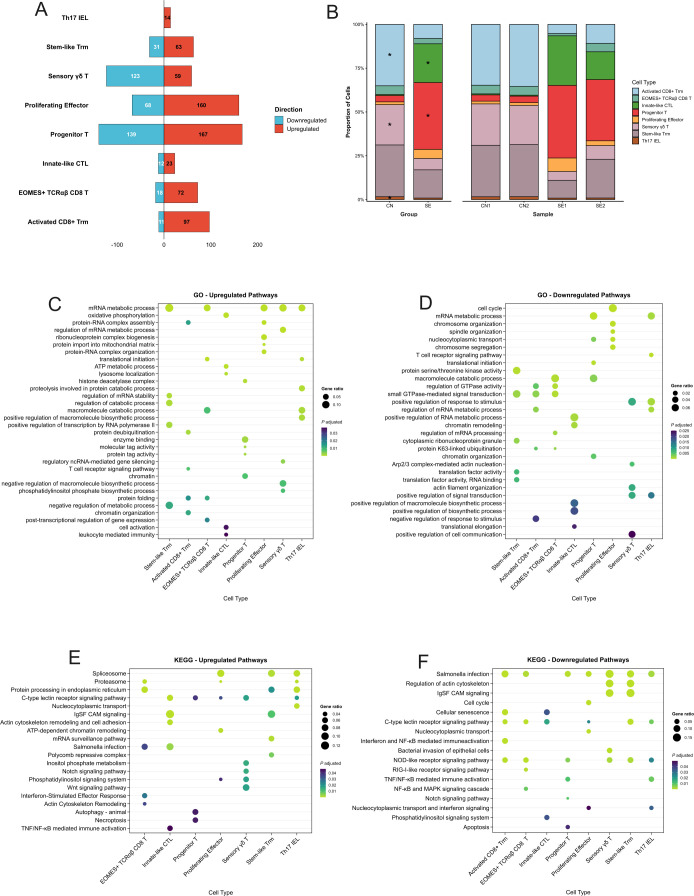
Differential gene expression, cell proportion, and pathway enrichment analyses of ileal IELs/lymphocyte subpopulations following *S.* Enteritidis challenge at 2 days post infection (dpi). Twenty-one-day-old SPF layer chickens were orally gavaged with 1.62 × 10^8^ CFU/bird of S. Enteritidis (challenge group, SE) or PBS (control group, CN). Differentially expressed genes (DEGs) between SE and CN were identified within each lymphocyte subpopulation (**Figure 4**) using the MAST test with counts per million (CPM) normalization and cellular detection rate (CDR) as a covariate (adjusted *P* < 0.05; |log_2_FC| > 0.5). **(A)** Number of upregulated and downregulated DEGs per lymphocyte subpopulation. **(B)** Proportion of cells contributed by each lymphocyte subpopulation in CN and SE groups (left) and across individual replicates (CN1, CN2, SE1, and SE2; right). Cell proportion differences were assessed using propeller, * indicates adjusted *P* < 0.05. **(C)** Gene Ontology (GO) enrichment analysis of upregulated DEGs across lymphocyte subpopulations. **(D)** GO enrichment analysis of downregulated DEGs across lymphocyte subpopulations. **(E)** KEGG pathway enrichment analysis of upregulated DEGs across lymphocyte subpopulations. **(F)** KEGG pathway enrichment analysis of downregulated DEGs across lymphocyte subpopulations. In panels **(C–F)**, dot size represents the gene ratio, and color intensity indicates the adjusted *P*-value.

Looking at initial clustering, FABP1^+^ enterocytes showed coordinated upregulation of mitochondrial respiratory chain components (NDUF, UQCR, COX, and ATP5 families), indicating enhanced oxidative phosphorylation. 

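Of 75 nuclear-encoded oxidative phosphorylation genes, 63 had a log2 fold change above 0 in FABP1+ enterocytes, with a median of 1.08, and 58 were higher in SE1 and in SE2 than in CN. None passed edgeR's test over all 11039 genes, where 1116 genes of any kind had an unadjusted p under 0.05, while 38 rose when adjusted over the list alone. As a group they were higher than other genes (camera, adjusted p = 3.4e-13), a call that was lost at an adjusted p = 0.870 with an estimated correlation. DESeq2 called 203 genes of all kinds in this cell type. The 13 proteins that mitochondrial DNA encodes had a median of 0.22 and did not pass (adjusted p = 0.180).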

Pathway enrichment revealed upregulation of antigen presentation and necroptosis, alongside downregulation of IgSF CAM signaling (**Figures 5C–F**), which is involved in the heterophils’ recruitment (32), and intestinal barrier maintenance through CADM1 (33). 

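CADM1 (ENSGALG00010024688, chromosome 24 of GRCg7b from 4724846 to 4882728), an adhesion molecule between epithelial cells, was 372 CPM in CN and 197 and 259 CPM in SE1 and SE2 in FABP1+ enterocytes, a log2 fold change of -0.70 (standard error 0.28, adjusted p = 0.427) that did not pass edgeR's test. Of the 23 IgSF CAM genes that the study lists and that were measured, none rose or fell, in the count adjusted over the list alone as well, and their median was -0.25. The group was lower than other genes (camera, adjusted p = 0.019), and the call was lost at an adjusted p = 0.870 with an estimated correlation. Of 5 antigen presentation genes, such as B2M and CD74, none passed and 1 rose when adjusted over the list alone, with a median of 0.40 (camera, adjusted p = 0.047, and adjusted p = 0.870 with an estimated correlation). Of 8 necroptosis genes, such as FTH1 and PPIA, none passed by either count, and their median of 0.45 did not pass camera's test (adjusted p = 0.079). The study chose these 3 lists on the same libraries, so they are no independent evidence of direction. T cell genes were higher in these enterocytes too, with 5 of 10 T cell receptor complex genes higher when adjusted over the list alone and a median of 0.66 (camera, adjusted p = 0.0052, and adjusted p = 0.870 with an estimated correlation).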

Macrophages exhibited enhanced oxidative phosphorylation and immune activation signaling (MIF, MAP1LC3B, FCER1G) but also showed downregulation of the KEGG “*Salmonella* infection” pathway and MHC Class II antigen presentation (**Figures 5C–F**). 

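MIF, an inflammatory cytokine, rose in macrophages from 63.7 CPM in CN to 245 and 170.3 CPM in SE1 and SE2, a log2 fold change of 1.67 (standard error 0.37, adjusted p = 3.3e-04). FCER1G (ENSGALG00010027575) rose from 97.5 CPM to 685 and 487 CPM in SE1 and SE2, by 2.57 (standard error 0.38, adjusted p = 3.9e-09), and the autophagy gene MAP1LC3B from 55.0 CPM to 148 and 155 CPM in SE1 and SE2, by 1.47 (standard error 0.37, adjusted p = 0.0021), all from edgeR. CD74, the invariant chain of MHC class II, had a log2 fold change of -1.06 (standard error 0.27, adjusted p = 0.0023), and CIITA, its regulator, fell from 452 CPM to 151 and 161 CPM in SE1 and SE2, a log2 fold change of -1.53 (standard error 0.31, adjusted p = 4.8e-05). The chemokine receptor gene XCR1, a marker of cross-presenting dendritic cells, fell by 2.46 (standard error 0.44, adjusted p = 3.2e-06). Of the study's 14 Salmonella infection genes, 3 fell, none rose and 11 did not pass (5 fell when adjusted over the list alone), with a median log2 fold change of -0.60 (camera, adjusted p = 2.0e-04). Of its 12 MHC class II genes, 3 fell, none rose and 9 did not pass (5 fell when adjusted over the list alone), with a median of -0.64 (adjusted p = 2.5e-04). The study chose both lists on these libraries, so they are no independent evidence of direction, and both had adjusted p = 0.828 with an estimated correlation. Genes of other cells rose in these macrophages as well, with 4 of 18 T cell receptor complex genes higher and 1 lower, and 5 of 12 cytotoxic granule genes higher. Barcodes that recurred in another library and were less than 4 times deeper than their partner there carried 51.1% of SE1 macrophages, and 621 genes passed with shared barcodes left out and the clusters drawn again, which left 224, 74 and 199 macrophages in CN, SE1 and SE2. The MAP1LC3B call was lost with DESeq2 and in thinned cells, CD74 in thinned cells and under stricter filters, and no gene passed with no filter on low counts, where 1260 had an unadjusted p under 0.05 and DESeq2 with the filter called 172.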

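Of 19 heat shock and chaperone genes, listed before any test was run, 3 fell in macrophages of SE, none rose and 16 did not pass edgeR's test (3 fell when adjusted over the list alone). Their median log2 fold change was -0.34 and 12 were lower in SE1 and in SE2 than in CN (camera, adjusted p = 0.025, and adjusted p = 0.828 with an estimated correlation). HSP90AA1, a chaperone, is a member of this list and of the study's Salmonella infection list.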

Genes in the hampered *Salmonella* infection pathway correlated with the chaperone pathway, which interrupts *Salmonella* vacuole maturation and assists phagocytosis. These findings indicate that *Salmonella* depresses specific pathways to evade the immune system, which is consistent with well documented *Salmonella* strategies to impair macrophage function and promote intracellular persistence (34, 35).

### 3.8 *S.* Enteritidis challenge altered gene expression and drove substantial expansion of progenitor T cells and innate-like CTL

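Among lymphocyte clusters, edgeR called 286 genes in activated CD8+ Trm cells (222 rose and 64 fell), 227 in proliferating effector cells (165 rose and 62 fell), 148 in EOMES+ TCRαβ CD8 T cells (125 rose and 23 fell), 135 in stem-like Trm cells (113 rose and 22 fell), 78 in progenitor T cells (70 rose and 8 fell), 68 in Th17 IELs (52 rose and 16 fell), 50 in sensory γδ T cells (31 rose and 19 fell) and 6 in innate-like CTL (0 rose and 6 fell). In progenitor T cells, BLOC1S1, a subunit of the complex that forms lysosome-related organelles, rose by 3.74 (standard error 0.66, adjusted p = 0.020), the respiratory chain gene NDUFB11 by 3.09 (standard error 0.49, adjusted p = 0.020) and the elongin gene ELOB by 2.77 (standard error 0.48, adjusted p = 0.020) on the log2 scale. YLEC18 fell by 7.71 (standard error 0.74, adjusted p = 1.3e-04) and HSPB9 from 1832 CPM to 526 and 178 CPM in SE1 and SE2, by 2.43 (standard error 0.44, adjusted p = 0.023). In proliferating effector cells WDFY4, a gene of antigen cross-presentation, fell from 74.3 CPM to 1.44 and 1.04 CPM in SE1 and SE2 (adjusted p = 9.1e-13). The summed depth differed between clusters, with 8555802 UMIs of activated CD8+ Trm cells in SE2 against 2879742 of progenitor T cells. So did edgeR's prior degrees of freedom, at 8.54 in innate-like CTL, 13.5 in progenitor T and 47.9 in activated CD8+ Trm cells. They were infinite in sensory γδ, EOMES+ and Th17 cells, so counts of calls are not on a like scale. In activated CD8+ Trm cells 6 genes passed with the unnamed CD226 cluster added, 52 without shared barcodes and 112 with DESeq2. There were 176 under stricter filters and 181 in thinned cells, and the other settings stayed within 1.5 times of 286. More genes fell than rose in proliferating effector cells under stricter filters (4 rose and 15 fell) and without shared barcodes (18 rose and 24 fell), with the clusters drawn again in both, and with the control counted as 2 libraries (142 rose and 180 fell). In EOMES+ TCRαβ CD8 T cells 0 rose and 2 fell without shared barcodes and with no filter on low counts, in Th17 IELs 0 rose and 1 fell without shared barcodes, and in stem-like Trm cells 1 rose and 4 fell without integration. More rose than fell in innate-like CTL with DESeq2 (78 rose and 6 fell), with no filter on low counts (177 rose and 31 fell) and in thinned cells (120 rose and 16 fell).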

In lymphocyte sub-clustering, progenitor T cells had the highest number of DEGs, followed by the proliferating effector cell type (**Figure 6A**). Comparison of IEL composition between CN and SE birds revealed striking differences in lymphocyte subset distribution (**Figure 6B**). 

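Activated CD8+ Trm cells were the largest lymphocyte cluster in CN, SE1 and SE2, and innate-like CTL the cluster whose share differed by the most percentage points between the SE libraries. No cluster's share of lymphocytes passed the test on logit-transformed shares between SE and CN (limma, lowest adjusted p = 0.800, lowest unadjusted p = 0.333, 0 of 8 with an unadjusted p under 0.05). With an arcsine transform 0 of 8 passed as well, at a lowest adjusted p of 0.850. In SE1 and SE2 the shares of EOMES+ TCRαβ CD8 T cells were 2.45% (95% exact interval 1.97 to 3.00) and 4.95% (95% exact interval 4.34 to 5.61), against 4.89% (95% exact interval 4.03 to 5.87) in CN. Those of stem-like Trm cells were 11.1% (95% exact interval 10.1 to 12.2) and 20.1% (95% exact interval 19.0 to 21.3), against 18.9% (95% exact interval 17.3 to 20.6). Those of proliferating effector cells were 8.95% (95% exact interval 8.06 to 9.92) and 4.00% (95% exact interval 3.46 to 4.60), against 5.34% (95% exact interval 4.44 to 6.35).

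**Figure D4:**
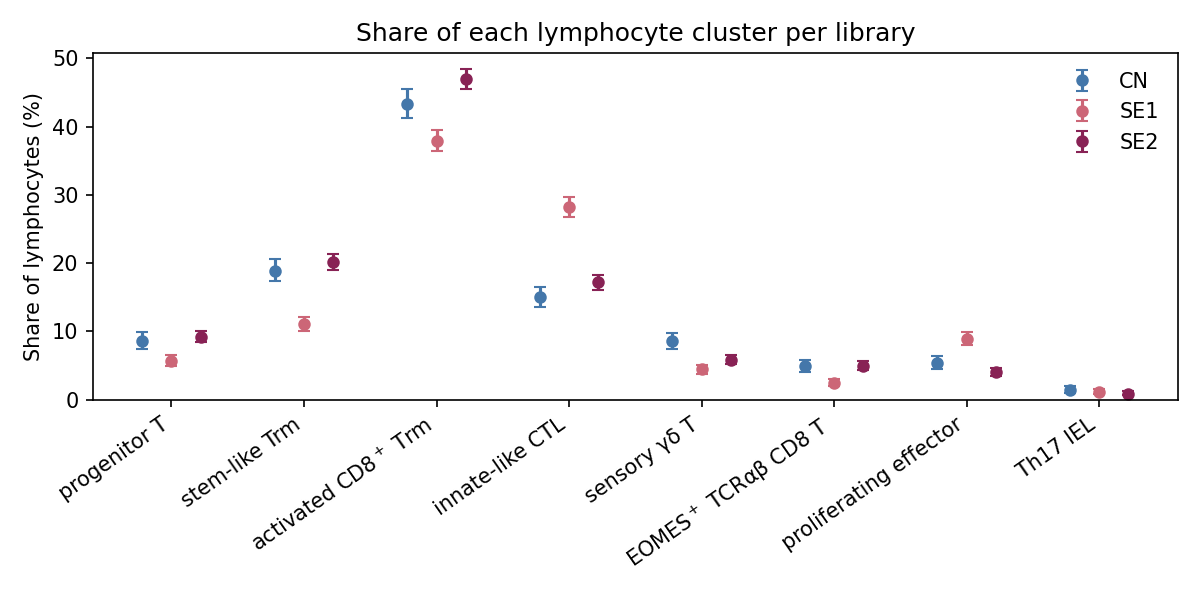
Share of lymphocytes, in percent, for each lymphocyte cluster in CN, SE1 and SE2, with 95% exact intervals that cover counting error. SE1 and SE2 lie on opposite sides of CN for progenitor T, stem-like Trm, activated CD8+ Trm, EOMES+ TCRαβ CD8 T and proliferating effector cells.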

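The cluster named from LEF1, TCF7 and SOX4 held 8.61% (95% exact interval 7.48 to 9.85) of lymphocytes in CN, 5.70% (95% exact interval 4.98 to 6.49) in SE1 and 9.21% (95% exact interval 8.39 to 10.1) in SE2, that is 192, 212 and 428 cells. The SE mean was 7.45% ± 2.48 (SD, n = 2 libraries), 0.866 times the CN share, and did not pass (limma, adjusted p = 0.939). At clustering resolution 0.4 progenitor T cells made up 18.3% of lymphocytes in CN, 13.7% in SE1 and 18.0% in SE2.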

Progenitor T, which comprised 3.6% of lymphocytes in CN birds, expanded to 38% following *Salmonella* challenge (*P* adj < 0.05). In parallel, innate-like CTLs, which were nearly absent in CN birds (0.5%), emerged as a substantial population in the SE group (21.5%; *P* adj < 0.05; **Figure 6B**). 

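Innate-like CTL, the cluster of GZMA, GZMK and FCER1G, made up 15.0% (95% exact interval 13.5 to 16.5) of lymphocytes in CN, 28.2% (95% exact interval 26.7 to 29.7) in SE1 and 17.2% (95% exact interval 16.1 to 18.3) in SE2. The SE mean of 22.7% ± 7.77 (SD, n = 2 libraries) was 1.51 times the CN share. The difference of 22.7% from 15.0% was close to the SD between SE1 and SE2 and did not pass (limma, adjusted p = 0.939). Without integration the shares were 10.3% in CN and 26.5% and 14.4% in SE (adjusted p = 0.765, within 0.313 to 0.939 over all settings).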

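Innate-like CTL had 1.88 times the CN share in SE1 and 1.15 times in SE2, and progenitor T cells 0.662 and 1.07 times. For stem-like Trm cells these ratios were 0.588 and 1.06, and for proliferating effector cells 1.68 and 0.750. Innate-like CTL were thus above CN in both SE libraries, and the other 3 clusters were above it in 1 SE library and below it in the other. Without integration stem-like Trm cells numbered 880 of 2228 lymphocytes in CN, 333 of 3739 in SE1 and 827 of 4666 in SE2. In that setting their share was lower in both SE libraries, so it depends on integration.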

Among individual replicates, a similar pattern was observed, indicating reproducibility (**Figure 6B**). In light of the flow cytometry findings, this shift is noteworthy. Whereas flow cytometry showed an increase in the proportion of the TCRγδ^+^ CD8αβ^+^ phenotype, scRNA-seq displayed a more nuanced response, highlighting plasticity in the IEL compartment.

In contrast, activated CD8^+^ Trm, Sensory γδ T, and Th17 IEL were present in higher proportions in the CN group (*P* adj < 0.05), whereas the remaining subsets were relatively comparable between the groups.

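Sensory γδ T cells made up 8.57% (95% exact interval 7.44 to 9.80) of lymphocytes in CN, 4.44% (95% exact interval 3.80 to 5.15) in SE1 and 5.87% (95% exact interval 5.21 to 6.59) in SE2, 0.602 times the CN share (limma, adjusted p = 0.939). Th17 IELs made up 1.48% (95% exact interval 1.02 to 2.07), 1.16% (95% exact interval 0.838 to 1.55) and 0.903% (95% exact interval 0.652 to 1.22), 0.696 times the CN share (adjusted p = 0.939). Activated CD8+ Trm cells made up 43.4% (95% exact interval 41.3 to 45.5), 37.9% (95% exact interval 36.4 to 39.5) and 47.0% (95% exact interval 45.5 to 48.4), 0.979 times the CN share (adjusted p = 0.944), and 1.11 times at resolution 0.4. None of the 3 passed, and γδ and Th17 cells were lower in both SE libraries.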

### 3.9 Progenitor T cells shifted toward a cytotoxic effector program, while innate-like CTL displayed TCR-independent effector signatures

Given the substantial expansion of progenitor T cells and innate-like CTL in the SE group, we focused on their immune-related transcriptomic profiles.

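GNLY, a membrane-permeabilising granule protein, was 1122 CPM in CN and 2342 and 4287 CPM in SE1 and SE2 in progenitor T cells, a log2 fold change of 1.57 (standard error 0.42, adjusted p = 0.109). CD7, a receptor of T and natural killer cells, was 58.9 CPM in CN and 146 and 149.8 CPM in SE1 and SE2, a log2 fold change of 1.33 (standard error 0.36, adjusted p = 0.112), and the chemokine gene XCL1 was 183 CPM in CN and 164 and 307 CPM in SE1 and SE2, a log2 fold change of 0.41 (standard error 0.37, adjusted p = 0.965). GNLY and CD7 were higher in both SE libraries than in CN, and none of the 3 genes passed edgeR's test. GNLY passed with DESeq2, with ribosomal and mitochondrial genes left out of library sizes, with no filter on low counts, without integration and under stricter cell filters, and CD7 with the control counted as 2 libraries and with those library sizes. All 3 genes were lower in progenitor T than in other lymphocytes, at 0.185, 0.188 and 0.351 times their level. In cells thinned to the same depth GNLY was detected in 76.3% of progenitor T and 84.9% of other lymphocytes. Free RNA was not removed, so these values do not show which cells made GNLY.

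**Figure D5:**
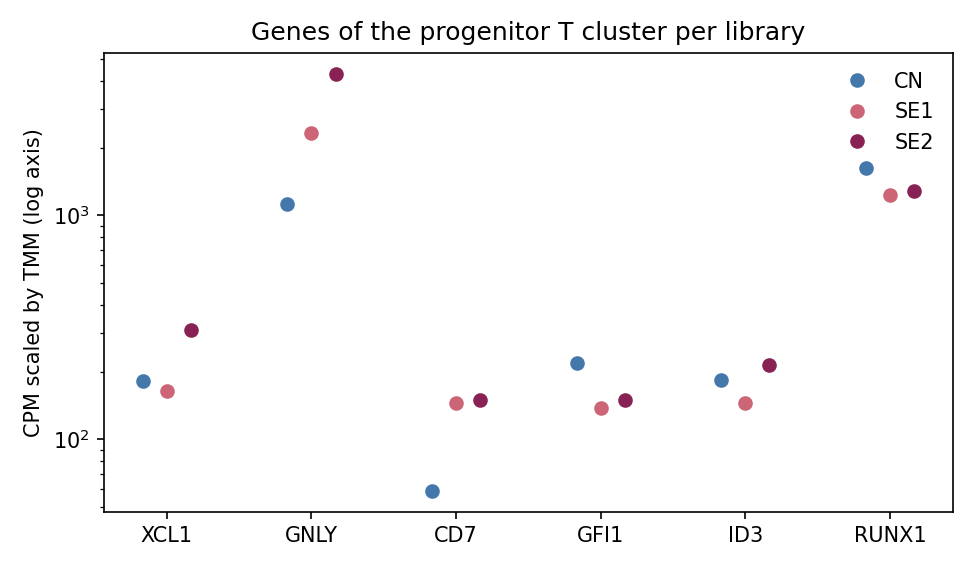
CPM of XCL1, GNLY, CD7, GFI1, ID3 and RUNX1 in progenitor T cells of CN, SE1 and SE2, on a log axis. GNLY and CD7 lie higher and GFI1 and RUNX1 lower in both SE libraries, and XCL1 and ID3 lie on both sides of CN.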

Progenitor T cells in the SE group demonstrated a transition toward a cytotoxic phenotype, as evidenced by upregulation of XCL1, GNLY, and CD7. Furthermore, downregulation of GFI1, ID3, and RUNX1 confirmed suppression of progenitor state. 

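GFI1, a transcriptional repressor of blood cell development, was 219 CPM in CN and 138 and 150.5 CPM in SE1 and SE2 in progenitor T cells, a log2 fold change of -0.59 (standard error 0.30, adjusted p = 0.769). ID3, an inhibitor of E protein transcription factors, was 185 CPM in CN and 146 and 215 CPM in SE1 and SE2 (0.00, adjusted p = 1.00), and RUNX1, a factor of early T cells, was 1635 CPM in CN and 1233 and 1282 CPM in SE1 and SE2 (-0.38, adjusted p = 0.958). None of them passed edgeR's test, which covered 6656 genes of this cluster and recovered 85.9% of 4-fold and 13.8% of 2-fold simulated changes. The simulation gave all genes the same spread, so it can overstate recovery in the real counts. From higher XCL1, GNLY and CD7 the paper reasons that progenitor T cells moved toward a cytotoxic phenotype. It takes lower GFI1, ID3 and RUNX1 as a sign that the progenitor state was suppressed.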

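Of the study's 12 C-type lectin receptor genes measured in progenitor T cells, none passed edgeR's test and 1 rose when adjusted over the list alone, with a median log2 fold change of 0.15 (camera, adjusted p = 0.359). Of its 16 autophagy genes 1 rose and 15 did not pass (1 rose when adjusted over the list alone), with a median of 0.21 (adjusted p = 0.143). Of its 14 necroptosis genes, such as PPIA, the ferritin gene FTH1 and the interferon gamma receptor gene IFNGR1, none passed by either count, with a median of 0.30 (adjusted p = 0.129). No list passed, and each was chosen by the study on these libraries, so its direction is no independent evidence. 472 of the 6656 genes tested had an unadjusted p under 0.05.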

Pathway enrichment indicated activation of innate inflammatory program (C-type lectin receptor signaling, autophagy, necroptosis) (**Figures 6C–F**). Moreover, KEGG enrichment revealed downregulation of gene sets annotated under ‘*Salmonella* infection’, driven primarily by decreased expression of cytoskeletal/adhesion and MAPK-related genes (e.g., ACTB/ACTG1, RHOA/CDC42, RAP1A/B, MAPK3), suggesting infection-induced remodeling of motility/adhesion and signaling structure in progenitor IELs.

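The actin genes ACTB and ACTG1 had log2 fold changes of -0.30 (standard error 0.34, adjusted p = 0.969) and -0.03 in progenitor T cells. The GTPases RHOA and CDC42, which shape the cytoskeleton, had values of 0.08 and -0.32, RAP1A and RAP1B, which act in adhesion, of 0.18 and -0.21, and the kinase gene MAPK3 of -0.31. None of the 7 passed edgeR's test, with adjusted p of at least 0.966. ACTG1 and CDC42 lay above 0 in thinned cells, and ACTG1 also with the control counted as 2 libraries. Of the study's 42 Salmonella infection genes, none rose or fell over all genes, and none when adjusted over the list alone, and their median was -0.16 (camera, adjusted p = 0.117). Of 26 actin, adhesion and MAPK genes listed beforehand, none passed in either count, with a median of 0.01 (adjusted p = 0.958). The first list was chosen by the study on these libraries.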

Innate-like CTL were extremely rare in control birds (13 cells total) but abundant in infected birds (900 cells), preventing direct within-cluster DEGs analysis between groups. Instead, we characterized this population’s functional identity by its cluster defining marker genes relative to other lymphocyte subsets. 

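The cluster of innate-like CTL was rebuilt here and may not hold the population of the paper. It had 334 cells in CN, 1048 in SE1 and 799 in SE2, so summed counts were compared between the groups. Of 9012 genes, 0 rose and 6 fell (edgeR), and 626 had an unadjusted p under 0.05. GZMM, a granzyme, fell from 281 CPM in CN to 10.7 and 26.7 CPM in SE1 and SE2, a log2 fold change of -3.86 (standard error 0.45, adjusted p = 0.016), and YLEC18 fell from 477 CPM to 1.78 and 1.43 CPM in SE1 and SE2, by 8.21 (standard error 0.41, adjusted p = 3.7e-05). FCER1G was 272 CPM in CN and 2753 and 999 CPM in SE1 and SE2, a log2 fold change of 2.78 (standard error 0.60, adjusted p = 0.179) that did not pass but did with no filter on low counts and in thinned cells. DESeq2 called 84 genes (78 higher). The GZMM call was lost with the control counted as 2 libraries and with ribosomal and mitochondrial genes left out of library sizes.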

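PRF1, the pore-forming protein of killer cells, was 6.51-fold and FASLG, which triggers death receptors, 5.19-fold higher in innate-like CTL than in other lymphocytes, in 3 of 3 libraries. CST7, an inhibitor of granule proteases, was 2.36-fold higher. PRF1 was detected in 13.0% of thinned cells inside the cluster and 1.71% outside. Within the cluster, GNLY had a log2 fold change of 1.50 (standard error 0.41, adjusted p = 0.300) between SE and CN, GZMA of 0.34, GZMK of 0.24, CST7 of 0.33, FASLG of -0.01 and PRF1 of -0.08. None passed edgeR's test. GNLY passed with DESeq2, with no filter on low counts and in thinned cells, and the values of PRF1 and FASLG lay above 0 in thinned cells.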

Innate-like cytotoxic T cells displayed robust expression of granule-mediated effector machinery, including GZMA, GZMK, PRF1, GNLY, FASLG, and CST7, consistent with active cytolytic competence. These cells exhibited a signaling architecture enriched for innate adaptors (FCER1G, SYK, SH2D1B, LYN) and downstream PI3K–MAPK components, indicating a shift toward innate receptor–mediated activation. 

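LYN, a kinase of the SRC family, was 3.30-fold and the adaptor gene SH2D1B 4.71-fold higher in innate-like CTL than in other lymphocytes, in 3 of 3 libraries, beside FCER1G and SYK. SH2D1B was detected in 19.3% of thinned cells inside and 4.14% outside. Between SE and CN their log2 fold changes were -0.40 for LYN, -0.31 for SH2D1B and -0.11 for SYK, and none passed edgeR's test. Of 11 innate receptor adaptor genes listed beforehand, 0 rose, 0 fell and 11 did not pass (1 rose when adjusted over the list alone), with a median of -0.13 (camera, adjusted p = 0.822).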

Pathway analysis indicated upregulation of TNF/NF-κB-mediated immune activation, the C-type lectin receptor signaling pathway, and genes related to *Salmonella* infection (**Figures 6C–F**). 

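From CN to SE innate-like CTL, none of the study's 12 TNF/NF-κB genes, 15 C-type lectin receptor genes or 20 Salmonella infection genes passed edgeR's test. When adjusted over the list alone, 0, 1 and 0 rose. Their median log2 fold changes were -0.01, -0.05 and -0.01 (camera, adjusted p = 0.944, 0.944 and 0.822). The study describes this cluster by markers against other lymphocytes, so its lists need not refer to a change between the groups, and it chose them on these libraries. Of 24 stress and immediate early genes, such as ZFP36L1, BTG1 and JUN, none passed and 2 fell when adjusted over the list alone, with a median of -0.57 (camera, adjusted p = 1.1e-05). That call was lost at an adjusted p = 0.999 with an estimated correlation.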

The overall signature indicated cytotoxicity and rapid TCR-independent response to *Salmonella* in the intestinal epithelium.

### 3.10 Trajectory analysis inferred a robust transcriptional trajectory toward innate-like CTL

To infer the transcriptional ordering of clusters relative to innate-like CTL, we performedtrajectory analysis using Slingshot on lymphocyte subpopulations, excluding Th17 IEL and sensory γδ T cells due to their distinct biological lineages. The analysis identified three lineages, with the Progenitor T cluster as the origin (**Supplementary Figure 9A**). Lineage 1, which started at Progenitor T and progressed through Activated CD8^+^ Trm and proliferating effector before terminating at Innate-like CTL (**Figures 7A–D**) produced the most robust trajectory, comprising 7,877 cells with minimal off-trajectorycontamination (**Supplementary Figure 9B**). 

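A minimum spanning tree through the centres of 6 lymphocyte clusters at resolution 0.4, rooted at progenitor T, was drawn in place of Slingshot. In the UMAP plane the path from progenitor T to innate-like CTL ran through activated CD8+ Trm and EOMES+ TCRαβ CD8 T cells. In the space of 15 principal components it ran from progenitor T through activated CD8+ Trm cells directly to innate-like CTL. Proliferating effector cells hung from activated CD8+ Trm cells as an end branch in both trees. Progenitor T, activated CD8+ Trm, proliferating effector and innate-like CTL cells of the tree together numbered 7192. The tree gives an order of clusters and no pseudotime of cells.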

Lineage 2 and lineage 3 terminating at Stem-like Trm and EOMES^+^TCRαβ CD8 T, respectively, showed substantial off-trajectory contamination and were not pursued further (**Supplementary Figure 9B**). 

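Activated CD8+ Trm cells took part in 4 of the 5 links of the tree drawn in the UMAP plane and in 5 of the 5 links drawn in principal components. Progenitor T, stem-like Trm, EOMES+ TCRαβ CD8 T and proliferating effector cells each had their link to activated CD8+ Trm cells in both trees, and innate-like CTL had it in the tree of principal components. The trees shared 4 links.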

Notably, across all lineages, activated CD8^+^ Trm cells represented a common branch point at which gene expression diverged, toward distinct cluster identities along the inferred trajectories.

**Figure 7:**
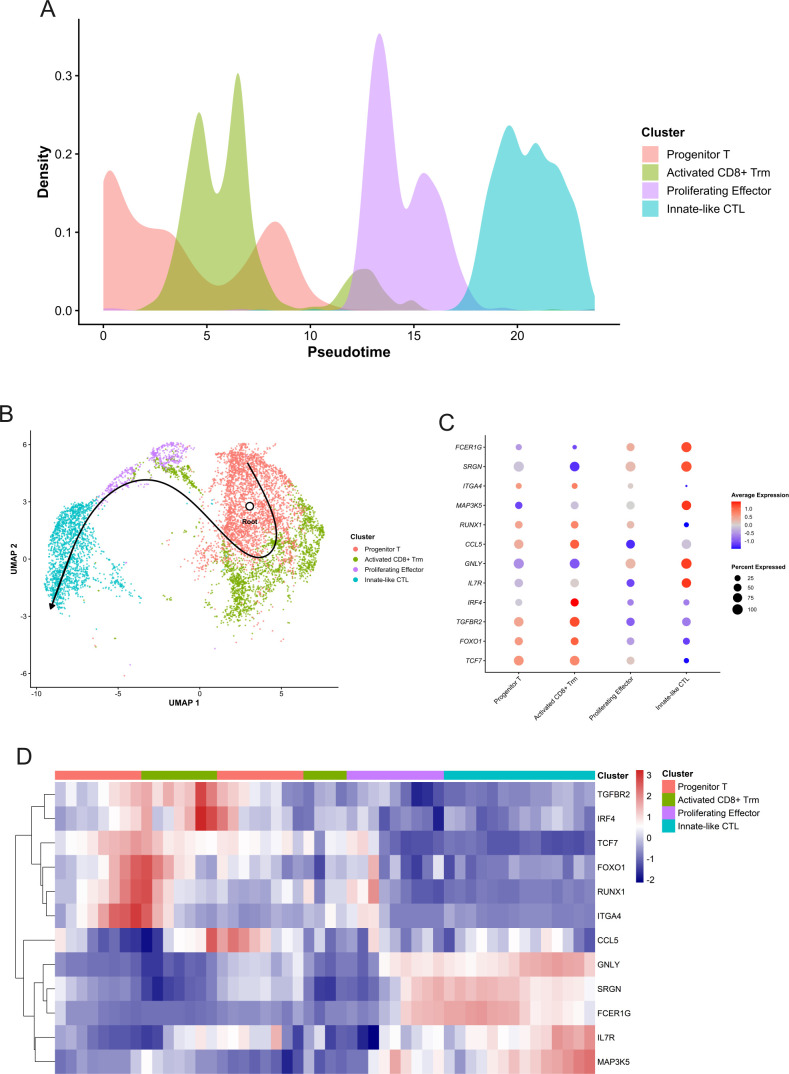
Trajectory analysis of Lineage 1 from ileal IELs/lymphocyte subpopulations at 2 days post infection (dpi). Twenty-one-day-old SPF layer chickens were orally gavaged with 1.62 × 10^8^ CFU/bird of *S.* Enteritidis (challenge group, SE) or PBS (control group, CN). Trajectory analysis was performed on lymphocyte subpopulations identified in **Figure 4** using Slingshot. Lineage 1 represents an inferred transcriptional trajectory ordered from progenitor T cells, through activated CD8^+^ Trm and proliferating effector cells, to innate-like CTL. The root was assigned to the progenitor T cluster based on biological reasoning. **(A)** Density plot showing the distribution of each cluster along pseudotime. **(B)** UMAP visualization of Lineage 1 with the inferred trajectory overlaid. **(C)** Dot plot showing the expression of selected genes across the four clusters comprising Lineage 1. Dot size represents the percentage of cells expressing each gene, and color intensity indicates the average expression level. **(D)** Heatmap of gene expression ordered along pseudotime, with cells colored by cluster identity.

Pseudotime density analysis of Lineage 1 confirmed the sequential ordering of clusters along the trajectory (**Figure 7A**), and a heatmap of gene expression along pseudotime revealed a gradient of cytotoxic and innate-like transcriptional programs across the inferred trajectory (**Figure 7D**). Selected marker genes further supported the transcriptional gradient between progenitor and effector identities (**Figure 7C**).

To investigate the relationship between quiescent stem-like and progenitor T cells during infection, a focused trajectory analysis was performed on these two clusters, given their transcriptomic similarities. Pseudotime density analysis revealed extensive overlap between the populations, with no clear unidirectional gradient (**Figures 8A–C**). This revealed that the two clusters overlapped, depicting transcriptomic plasticitybetween quiescence and an effector-ready state. 

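Of the 20 nearest neighbours of a stem-like Trm cell among cells of both clusters, 1.75% on average were progenitor T cells, where full mixing would give 49.8%. Of those of a progenitor T cell, 3.04% were stem-like Trm cells, where full mixing would give 50.2%. Along the axis between the cluster centres, the distributions of 1771 stem-like Trm and 1755 progenitor T cells overlapped by 5.78%, and 1.64% of stem-like Trm and 5.41% of progenitor T cells lay nearer the other centre. Distances were taken in 15 principal components at resolution 0.4, the space in which the clusters were drawn, so some separation follows from the clustering itself. The progenitor marker LEF1 was at 0.118 times the progenitor T level in stem-like Trm cells.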

Gene sets used for trajectory inference are listedin **Supplementary Data Sheet 5**.

**Figure 8:**
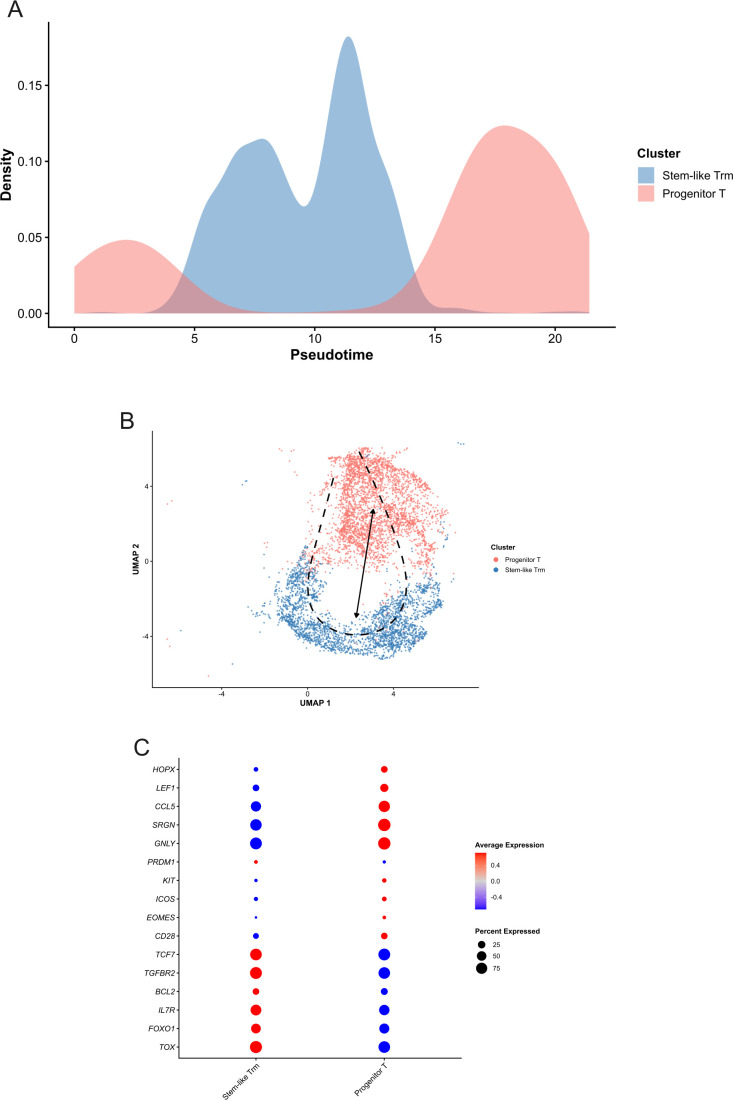
Trajectory analysis of stem-like Trm and progenitor T clusters from ileal IEL subpopulations/lymphocytes at 2 days post infection (dpi). Twenty-one-day-old SPF layer chickens were orally gavaged with 1.62 × 10^8^ CFU/bird of *S.* Enteritidis (challenge group, SE) or PBS (control group, CN). To investigate the potential transition between stem-like Trm and progenitor T cells, a focused trajectory analysis was performed on these two clusters (identified in **Figure 4**) using Slingshot. **(A)** Density plot showing the distribution of each cluster along pseudotime, revealing extensive overlap with no clear unidirectional gradient, indicative of transcriptomic plasticity between quiescence and an effector-ready state. **(B)** UMAP visualization of the inferred trajectory between stem-like Trm and progenitor T clusters. **(C)** Dot plot showing the expression of selected genes across the two clusters. Dot size represents the percentage of cells expressing each gene, and color intensity indicates the average expression level.

## 4 Discussion

Intraepithelial lymphocytes occupy a strategic position within the intestinal epithelium, forming the first line of defense against enteric pathogens. Despite their importance, the cellular heterogeneity and functional response of chicken IELs to *Salmonella* infection have remained poorly characterized at the single-cell level. To our knowledge, this study performed the first single-cell transcriptomic analysis of chicken IELs responding to *Salmonella* Enteritidis infection, complemented by spectral flow cytometry to gain deeper insight into IEL subset dynamics and transcriptional program at cellular resolution.

Our challenge model established a subclinical infection, as evidenced by cecal colonization and systemic spread to the liver without clinical signs or mortality, indicating a carrier state frequently reported with *Salmonella* infection in chickens (25–27). From a foodborne pathogen perspective, this subclinical infection is a major drawback, due to difficulty in diagnosis and risk of food chain contamination driven by *Salmonella*’s ability to evade and suppress the immune response (36, 37).

Both flow cytometry and scRNA-seq converged on the same central finding that *S.* Enteritidis challenge drives an early cytotoxic IEL response. Flow cytometry demonstrated a transient increase in the overall IEL population, specifically TCRγδ^+^ CD8αβ^+^ IELs. Concurrently, scRNA-seq revealed a substantial expansion of innate-like cytotoxic T cells and progenitor T cells, which displayed a cytotoxic signature following the challenge. These complementary findings are supported by prior literature reporting an increase in CD8^+^ TCRγδ^+^ IELs and enhanced cytotoxicity during murine *Salmonella* Typhimurium challenge (38). These findings are further supported by increased intestinal infiltration by IELs at 1 dpi with *S.* Enteritidis in chickens (39) and partially supported by our previous study, which reported increases in multiple IEL subsets, including the cytotoxic subset, at 2 and 7 dpi following broiler chicken *Salmonella* Typhimurium infection (15). The limited number of IEL subsets observed in the current study, compared to our previous work, may be due to differences in *Salmonella* serovar and bird strain.

Our finding of expanded cytotoxic TCRγδ^+^CD8αβ^+^ IELs during *S*. Enteritidis challenge mirrors the well characterized response of mammalian intestinal γδ T cells to bacterial pathogens. In mice, intestinal γδ IELs constitute a substantial fraction of the gut epithelial lymphocyte compartment and exhibit constitutive cytotoxic activity through granzyme and perforin expression, often via TCR-independent activation (1) and have been implicated in mucosal resistance to *Salmonella* infection (40). In humans, intestinal γδ T cells subset display innate-like effector phenotypes and rapidly respond to enteric pathogens via NKG2D and butyrophilin-mediated pathways (2, 41). The cytotoxic γδ IEL expansion we observed in chicken following enteric *Salmonella* challenge thus aligns with an evolutionarily conserved role for intestinal γδ T cells in early mucosal defense against bacterial pathogens, despite the substantial differences in γδ T cell repertoire diversity between birds and mammals.

Integrating our scRNA-seq and trajectory analysis findings, we propose the following model for IEL dynamics during *S.* Enteritidis infection in chicken:

Under physiological conditions, thymic-derived stem-like Trm cells, characterized by expression of FOXP1, TCF7, FOXO1, and TOX, constitute the dominant IEL population and are maintained in a quiescent state within the intestinal epithelial environment. This is consistent with mammalian studies demonstrating that the majority of IELs derive from thymic progenitors that migrate to the gut for maturation (42), with thymic output being the dominant source of T-lineage IEL populations (43).

Upon *S.* Enteritidis challenge, the transcriptional relationship between stem-like Trm and progenitor T cells may shift toward the progenitor T state, which exhibit a hybrid or poised state, simultaneously expressing stem cell genes (TCF7, LEF1) and effector associated genes alongside elevated ribosomal activity enabling rapid effector response. A similar hybrid state has been described in human and murine stem memory T cells (44). Trajectory analysis of these two populations revealed overlapping states with no clear unidirectional gradient, consistent with transcriptomic plasticity and with overlapping states between quiescence and an effector-ready identity.

Following activation, the inferred Slingshot trajectory transcriptionally orders progenitor T cells through activated CD8^+^ Trm and proliferating effector stages, with innate-like CTL as the predicted terminal cluster of Lineage 1. This proposed developmental relationship is a working hypothesis supported by pseudotime density analysis showing sequential cluster ordering, and would benefit from future experimental validation through lineage tracing or RNA velocity analysis in chicken IEL systems.

The most striking finding of this study was the emergence of innate-like CTL, which were virtually absent in control birds (13 cells). These cells co-expressed classical T cell markers with granule-mediated effector molecules (GZMA, GZMK, PRF1, GNLY) and innate signaling adaptors (FCER1G, SYK), indicating TCR-independent cytolytic capacity.

In poultry, innate-like cytotoxic IELs have not been investigated extensively but have been described in both murine and human systems. In mice, these cells are classified as TCRαβ^+^ CD8αα^+^, and they express NK cell receptors and Fas-ligand, along with the common TCR (43, 45). However, these cells are not believed to play a role in initiating proinflammatory actions against pathogens and are typically associated with tissue homeostasis and immune regulation (46). In contrast, human innate-like cytotoxic cells are described as TCRαβ^+^ CD8αβ^+^ cells that express NK cell receptors and are capable of TCR-independent responses to epithelial stress ligands (2). Moreover, TCRγδ^+^ CD8αβ^+^ has also been characterized in both humans and mice (47, 48). Sumaria et al. (47) showed these cells produced IFN-γ through STAT5-dependent innate mechanisms rather than TCR mediated activation, and a scRNA-seq study confirmed their expression of cytotoxic features along with NK receptors (49). Our flow cytometry results demonstrated that TCRαβ^+^ CD8αβ^+^ and TCRγδ^+^ CD8αβ^+^ cells constitute a significant portion of the IEL compartment (30% and 24%, respectively [average of both groups and timepoints]; combined, they represent more than 50% of the IEL compartment), and specifically, TCRγδ^+^ CD8αβ^+^ increased in proportion following *Salmonella* challenge. This, combined with the innate-like transcriptional signature identified by scRNA-seq, suggests that chicken innate-like CTL may express a CD8αβ^+^ phenotype rather than a CD8αα^+^ phenotype, and that selective expansion of TCRγδ^+^ CD8αβ^+^ cells may indicate that a proportion of these cells derive from the TCRγδ lineage. Recent mouse studies have also reported that conventional CD8αβ^+^ IELs can be reprogrammed to function as innate-like cytotoxic IELs (50), further supporting the concept of functional plasticity. Since IELs represent the frontline defense, the ability to rapidly mount an innate-mediated cytotoxic response in lieu of waiting for TCR dependent antigen recognition may represent a critical early defense mechanism against enteric pathogens.

Previous studies have reported that NK cells are also a major constituent of the IEL compartment (39, 51, 52). However, a definitive NK cell marker has not been established in chickens, as the 28–4 antibody previously used for NK cell identification has been reclassified as anti-CD25, which is also expressed by T cells and innate lymphoid cells (53). In our scRNA-seq, NK-associated markers were co-expressed with T cell markers within the same clusters, a phenomenon that likely reflects the heightened plasticity of immune cells within the intestinal epithelial environment (54). Consequently, we were unable to definitively resolve whether a distinct NK cell population exists within the chicken IEL compartment using 3′-end scRNA-seq alone.

Several recent scRNA-seq studies have characterized chicken immune cells, primarily focusing on systemic and central lymphoid compartments such as spleen, thymus, and peripheral blood (55–58). The most directly comparable study to ours is by Tu et al. (59), who profiled the chicken cecum and identified intestinal epithelial cells along with the immune cells. They reported multiple T cell types defined by canonical markers shared with our dataset (GZMA, GNLY, CD3E, CD3D, TCF7, LEF1). However, Tu et al. examined whole cecal tissue rather than the intraepithelial compartment specifically, and the cluster annotations they assigned differ from ours. Such differences in cluster nomenclature across studies are expected: scRNA-seq cluster names reflect the cells’ functional state in a particular biological context, and the specific gene programs captured are shaped by the tissue source, infection or experimental condition, and sampling timepoint.

Some limitations should be considered when interpreting these findings. First, scRNA-seq was performed on two pooled samples per group, which limits statistical power for differential abundance and expression analyses. However, the consistency between biological replicates (**Figure 3D**, **4D**), concordance with flow cytometry data (n = 4 per group), and the use of propeller for proportion testing provide confidence in the major findings. Second, scRNA-seq was performed at 2 dpi only, therefore, we could not capture the full temporal dynamics of the IEL response. The flow cytometry data at 6 dpi, which showed resolution of the cytotoxic shift, suggest that the response is transient, and time-course scRNA-seq would be needed to fully characterize these dynamics and evaluate long-term maintenance of immune response. Third, there was variability in the number of cells recovered per scRNA-seq library (5,000–13,000 cells/library). While, such variability is common in droplet-based scRNA-seq from primary tissue, particularly low-yield mucosal compartments, it can affect the sampling depth of rare cell populations and the precision of proportional comparisons between conditions. We mitigated these effects through SCTransform normalization, anchor-based integration of the four libraries into a shared embedding, MAST-based differential expression testing with cellular detection rate as a covariate to control for per-cell technical variation, and propeller for cluster proportion testing, which accounts for library level variance. Cluster identities and marker gene profiles were consistent across libraries (**Figure 3D**, **4D**), supporting the robustness of the major findings.

## 5 Conclusion

In conclusion, this study provides the first single cell transcriptomic characterization of chicken IELs during *S.* Enteritidis infection, revealing innate-like CTL as a crucial early defense mechanism. Through scRNA-seq, we were able to functionally describe various IEL subsets such as stem-like self-renewing Trm cells that can serve as a reservoir for IEL effector differentiation. Future studies should include 5′ scRNA-seq or full-length scRNA-seq to definitively assign TCR identities to the subpopulations described here, and include more time points post-infection. Finally, understanding the signals that drive stem-like Trm activation and innate-like CTL differentiation may inform strategies to modulate IEL responses for enhanced *Salmonella* resistance in poultry, with potential translational implications for mucosal vaccine development and antibiotic free production systems.

## Data Availability

The data presented in the study are deposited in the NCBI GEO repository, accession number GSE326338.

How the deposited data were processed for this re-analysis (not part of the article)

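Ileal intraepithelial cells of control birds (CN) and of birds challenged with Salmonella Enteritidis (SE), taken 2 days after challenge, were measured by 10x single-cell RNA sequencing in 4 samples, CN1, CN2, SE1 and SE2. The authors aligned the reads to GRCg7b with Cell Ranger 9.0.1 and deposited its filtered matrices of UMI counts per gene and barcode, and their further steps with R 4.4.2 and Seurat 5.0 are not part of these values. The matrices hold 30108 genes, of which 24081 had a UMI and 15011 carry no symbol, 13 are mitochondrially encoded and 70 are ribosomal protein genes by symbol. CN1 and CN2 hold the same 5281 barcodes with equal counts, so they were counted as 1 library, and CN has 1 library against 2 of SE.

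Barcodes with at least 300 and at most 6000 genes and at most 20% mitochondrial UMIs were kept, as the methods state. This left 4758 of 5281 barcodes in CN, 6164 of 6311 in SE1 and 7177 of 7881 in SE2. Doublets were scored with Scrublet in scanpy 1.11.5 (expected rate 0.05, seed 0). Its automatic threshold called 0, 4 and 0 doublets, and after this was seen the 5% of cells with the highest score in each library were left out instead, 238, 308 and 359 cells. The remaining cells were 4520 in CN, 5856 in SE1 and 6818 in SE2, with medians of 1561, 1464.5 and 4998 UMIs and totals of 13738798, 16967595 and 46314941 UMIs. Shares of cells are given with exact Clopper-Pearson 95% intervals, which cover counting error only and not differences between birds. The share of lymphocytes, as an example of the precision, was 49.3% in CN (95% exact interval 47.9 to 50.8).

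Cells were clustered with Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3, with each library transformed on its own, integration on 3000 features, 7 principal components and a resolution of 0.2 (seed 42). Lymphocytes were clustered again with 15 components. A gene was a marker of a cluster if found in at least 10% of its cells and at least 1.5 times higher than in the others (with 10 CPM added to each), and a cluster took the name with the highest mean score over fixed markers if at least 3 of them were markers. Among lymphocytes a mean score of at least 0.6 was asked for, a value set after the clusters were seen and before any gene was tested. It left 2 clusters unnamed, of 428 cells (4.57%, 4.03% and 3.79% of CN, SE1 and SE2 lymphocytes) and of 781 cells (8.21%, 7.15% and 7.14%). Macrophages were not separate after integration and were taken from the clustering without it, and stem-like Trm cells were taken from resolution 0.4, choices made after the clusters were seen. Enterocytes other than FABP1+ enterocytes formed no cluster of their own and were not tested.

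Shares were compared between CN and SE with limma 3.58.1 on logit-transformed shares, the propeller method, with Benjamini-Hochberg adjustment over the classes or over the lymphocyte clusters. Counts were summed per library and cell type, and genes kept by filterByExpr were compared with the edgeR 4.0.16 quasi-likelihood test (TMM library sizes, which the CPM of CN and SE in a comparison also use) where each library had at least 10 cells of the type. A gene passed at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. With 1 CN library the fit takes its spread from SE, so CN is assumed to vary as much as SE does, and the smallest p of an exact permutation test is 0.333. Gene lists fixed before the files were seen were tested with limma's camera (preset correlation 0.01, prior count 2), adjusted over the lists of a cell type. Those taken from the study were chosen by it on these samples. Members of a list were also adjusted over the list alone.

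Genes were named by a rule set beforehand. Named for each cell type were the genes in the study's results text, the 10 genes with a symbol that rose most and the 10 that fell most among those that passed with both SE libraries on the same side of CN, or 5 and 5 outside lymphocytes, FABP1+ enterocytes, macrophages and progenitor T cells, and where none passed the genes with the largest change among those with a mean of at least 50 CPM, said to have not passed. Some genes that this rule names are not reported here. Examples of a list are the 2 to 4 members with the highest mean CPM. A gene with 0 UMIs in a group is given as at least a number of times higher, against a floor of 3 counts. This floor is in CPM without TMM, so each such fold is approximate. Coordinates are those of GRCg7b, matched by symbol, for 13821 of 14793 symbols.

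Set before the data were examined were these alternatives. They are the control files as 2 libraries, resolutions 0.1 and 0.4, no integration, ribosomal and mitochondrial genes left out of clustering, no doublet removal, at least 500 genes with at most 10% mitochondrial UMIs, an arcsine transform, DESeq2 1.42.0, library sizes without ribosomal and mitochondrial genes, no filter on low counts, cells thinned to 1000 UMIs, no minimum fold change, each SE library left out, a rotation test (fry), an estimated correlation and a spanning tree over principal components. Added after the data were examined were leaving out barcodes shared between libraries (of each pair the shallower if the other was at least 4 times deeper, otherwise both) and giving unnamed clusters their best-scoring name. Without shared barcodes, as under stricter cell filters, clusters were drawn again, so cells moved between types as well. A shift between long and short genes was checked with 1000 draws of genes matched in span and, more loosely, in CPM, each from the 30 nearest genes. The genes drawn for ribosomal genes in lymphocytes had a median span of 3471 bases and 731 CPM, against 3101 bases and 1151 CPM. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the rest.

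The scripts were tested on simulated data. With 3 libraries and 200 changed genes edgeR recovered 6.12% of 2-fold and 63.9% of 4-fold changes in lymphocytes with 3 false calls, 20.2% and 89.9% with 7 false calls in FABP1+ enterocytes, 13.8% and 85.9% with 4 in progenitor T cells and 2.13% and 66.7% with 1 in activated CD8+ Trm cells. Camera found a changed list of 30 genes among 42 lists and called 0 others. Counts were drawn with the same spread for every gene of a cell type and with no correlation between genes. The self-test can therefore overstate how well the tests do on the real counts. Over 500 simulations of 1 class of 5 among all cells a doubling of its odds was called in 34.8% and no change in 6.6%.

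SoupX was left out because it needs unfiltered matrices, and DoubletFinder, MAST and Slingshot because they were not installed, and MAST also because it takes cells as replicates. A minimum spanning tree over cluster centres stands in for Slingshot, without pseudotime. A block for replicate numbers was left out because CN1 and CN2 are 1 library.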

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

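The tests of a chance reuse of barcodes, of a response of the birds in ribosomal genes and of a response of the cells in MHC-Y genes were chosen only after the result was seen.

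CN and SE1 shared 1192 barcodes and SE1 and SE2 shared 218, an overlap of libraries from different birds that the paper does not report. Chance reuse of barcodes is argued against by the 6 barcodes that CN shared with SE2, and by 99.8% of CN barcodes with at least 8000 UMIs that recurred in SE1. YLEC18, at 0.775 CPM in the unshared barcodes of SE1, reached 45.0 CPM (95% exact interval 29.6 to 65.4) in those whose CN partner was at least 4 times deeper, against 35.4 CPM in the partners, which is consistent with transcripts of the deeper library's cells carried into the shallower one. Of the UMIs in these SE1 barcodes 96.2% fell in genes that the partner expressed, against 62.2% for shuffled partners. Of 4838 abundant genes 2 were over 4 times off, with 5 UMIs seen for an unnamed gene where 298 would be carried, which carry-over leaves open, and no biological explanation was tested. These checks cover 711 of the 1192 barcodes that CN and SE1 shared. Another 478 lay within 4 times of their partner, at medians of 979 UMIs in CN and 612 in SE1. There YLEC18 had 5 UMIs in CN and 1 in SE1, too few to show carry-over. The lower and upper deciles of their UMI ratio, CN over SE1, were 1.47 and 1.71. Their profiles correlated at a median of 0.344, against 0.189 for shuffled partners. These values argue against unrelated cells that share a barcode by chance. The unnamed gene was 67.8 CPM in these CN barcodes and 494 CPM in unshared CN barcodes. The origin of the 478 was not tested.

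The median log2 fold change of ribosomal protein genes lay above 0 in all 13 cell types, at 1.56 in lymphocytes, where 4 of 69 passed and camera's call was lost with an estimated correlation (adjusted p = 0.900). That loss decides nothing, since the setting could hardly call any list. The cell types come from the same libraries and share cells, so they are not separate evidence. A shift from long to short genes between the libraries is argued against as the whole cause, since genes chosen for a like span and CPM, of which the CPM was matched loosely (median 731 against 1151), had a median of 0.20 (95% of 1000 draws between 0.0617 and 0.303), and for the 60 ribosomal genes with matches within 1.5 times in CPM, a check added after this was seen, it was 0.20 against 1.57. The median was 1.56 with cells thinned to the same depth and 1.57 without the shared barcodes. Random thinning keeps the expected share of each gene in a cell, so it could not decide on depth. The shared barcodes left out were 2.51%, 3.87% and 0.817% of CN, SE1 and SE2 lymphocytes, too few to decide on cells carried over. In antigen-presenting cells, with 59.8% of SE1 cells on such barcodes, the median was 1.26 with them and 1.25 without, with the clusters drawn again. Over all cell types, SE1 barcodes with a CN partner at least 4 times deeper held 3.32% ribosomal UMIs, against 8.79% on unshared SE1 barcodes. Such barcodes thus lowered the ribosomal share of SE1 and did not raise it. A response of the birds to infection stays open, with a median of at least 1.43 over CN in each SE library. It cannot be told apart from a feature of the only CN library, since the deposited files hold no other control library.

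In CPM without TMM, which are used throughout this paragraph, YLEC18, an MHC-Y gene, was 202 times higher in CN than in SE lymphocytes. The paper does not discuss MHC-Y. Different MHC-Y haplotypes of the pooled birds stay open, since 4 of 37 genes tested on chromosome 16 passed in lymphocytes and all 4 belong to MHC-Y, the family of YLEC18, which itself has no position here, so that their number is no separate test. The test set beforehand also asked for genes of this chromosome as strongly higher in SE, of which none passed. Reads were aligned to 1 genome, so genes that it lacks would not be counted, and this result cannot decide. ZNFY3 of the same chromosome, singled out after its values were seen, was 1.06 CPM in CN and 7.55 and 14.7 CPM in SE1 and SE2. A response of the cells to infection stays open too, since YLEC18 in CN was 4.51 CPM in FABP1+ enterocytes and 8.20 CPM in antigen-presenting cells against 489 CPM in lymphocytes, levels not told apart from free RNA, which was not removed, so that its fall there, 4.64-fold at the smallest, is no test. The 2 explanations cannot be told apart, because CN and SE came from different birds whose haplotypes are not given.

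S100A12, outside the genes the paper discusses, had a mean of 30.6 CPM in SE lymphocytes and 1201 CPM in SE macrophages against 0 UMIs in CN. Free RNA was not removed and S100A12 had UMIs in SE in all 13 cell types, so these values do not show which cells made it. Cells of an enteroendocrine type, which the paper does not describe, numbered 41 in SE2, 23 in SE1 and 8 in CN.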

How the results depend on the processing

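The settings that leave out shared barcodes or give unnamed clusters their best-scoring name were chosen after the data were seen, and the other settings before. Leaving out shared barcodes also drew the clusters again, so these changes are not told apart. With 1 CN library, CN is assumed to vary like SE, no test could set CN apart from 1 odd library, and the smallest p of an exact permutation test is 0.333. No paired analysis was possible because the control files CN1 and CN2 hold 1 library, so CN and SE share no pair of replicate numbers. Without SE replicate 1 or 2, 1 library stands against 1, and the share of SE over CN is a value with no test, at 1.29 to 1.38 for lymphocytes, 0.504 to 0.667 for antigen-presenting cells, 0.451 to 0.514 for macrophages, 0.604 to 0.683 for FABP1+ enterocytes, 0.920 to 0.952 for goblet cells, 0.662 to 1.07 for progenitor T cells, 0.588 to 1.06 for stem-like Trm cells, 0.875 to 1.08 for activated CD8+ Trm cells, 1.15 to 1.88 for innate-like CTL, 0.518 to 0.686 for sensory γδ T cells, 0.501 to 1.01 for EOMES+ TCRαβ CD8 T cells, 0.750 to 1.68 for proliferating effector cells and 0.610 to 0.781 for Th17 IELs. Counts of genes have no value in that setting, since no spread is left to estimate. What depth limits was not compared between classes, and in the self-test edgeR recovered 6.12% of 2-fold and 63.9% of 4-fold changes in lymphocytes and 2.13% and 66.7% in activated CD8+ Trm cells. The self-test gave all genes of a cell type the same spread, so it can overstate recovery.

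The shares of lymphocytes, antigen-presenting cells and FABP1+ enterocytes passed at an adjusted p = 0.043 each (limma), and kept their call with no doublet removal and with an arcsine transform. They also kept it with the control files as 2 libraries, a setting that adds no birds and gives CN no spread, so that its smaller p is no support. At resolution 0.1 their ratios of SE over CN were 1.33 in lymphocytes (adjusted p = 0.16), 0.585 in antigen-presenting cells (adjusted p = 0.16) and 0.661 in FABP1+ enterocytes (adjusted p = 0.16). At resolution 0.4 they were 1.33 in lymphocytes (adjusted p = 0.16), 0.585 in antigen-presenting cells (adjusted p = 0.16) and 0.733 in FABP1+ enterocytes (adjusted p = 0.33), and activated CD8+ Trm cells turned from 0.979 to 1.11. Without integration they were 1.34 in lymphocytes (adjusted p = 0.12), 0.635 in antigen-presenting cells (adjusted p = 0.17) and 0.657 in FABP1+ enterocytes (adjusted p = 0.16). With ribosomal and mitochondrial genes left out of the clustering features they were 1.33 in lymphocytes (adjusted p = 0.16), 0.587 in antigen-presenting cells (adjusted p = 0.16) and 0.661 in FABP1+ enterocytes (adjusted p = 0.16). With at least 500 genes and at most 10% mitochondrial UMIs they were 1.33 in lymphocytes (adjusted p = 0.21), 0.717 in antigen-presenting cells (adjusted p = 0.56) and 0.595 in FABP1+ enterocytes (adjusted p = 0.3), and goblet cells turned from 0.936 to 1.05. Without shared barcodes they were 1.37 in lymphocytes (adjusted p = 0.095), 0.574 in antigen-presenting cells (adjusted p = 0.14) and 0.573 in FABP1+ enterocytes (adjusted p = 0.11). The macrophage ratio of 0.482 passed only with the control files as 2 libraries (adjusted p = 0.0029, and 0.737 at most over its settings). Antigen-presenting cells made up 9.54% of all cells in the main setting and at resolutions 0.1 and 0.4, with an unchanged ratio of 0.585. Their lost call at 0.1 and 0.4 thus came from the other clusters, with which the test shares its spread and adjustment. It does not show that this fall depends on resolution. The cause of the other lost calls was not tested. In the remaining 93 comparisons of a share the direction and the side of the threshold were kept.

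The numbers of genes past the threshold were 39 in lymphocytes, 638 in antigen-presenting cells, 682 in macrophages, 31 in FABP1+ enterocytes, 16 in goblet cells, 78 in progenitor T cells, 135 in stem-like Trm cells, 286 in activated CD8+ Trm cells, 6 in innate-like CTL, 50 in sensory γδ T cells, 148 in EOMES+ TCRαβ CD8 T cells, 227 in proliferating effector cells and 68 in Th17 IELs. They were within 1.5 times of these in 45 comparisons, and the same with no minimum fold change. With the control files as 2 libraries they were 1009 (617 higher) in antigen-presenting cells, 1640 (860 higher) in macrophages, 708 (346 higher) in FABP1+ enterocytes, 0 in goblet cells, 389 (247 higher) in stem-like Trm cells, 2 (0 higher) in innate-like CTL, 251 (132 higher) in EOMES+ TCRαβ CD8 T cells and 133 (69 higher) in Th17 IELs. Within 1.5 times, but with more lower than higher, were 322 (142 higher) in proliferating effector cells and 55 (16 higher) in sensory γδ T cells. In goblet cells that 0 is edgeR's count, with 1817 genes at an unadjusted p under 0.05. Counting 1 library as 2 adds no birds and gives CN no spread, so calls gained or lost there decide nothing. With DESeq2 they were 188 (170 higher) in lymphocytes, 225 (196 higher) in antigen-presenting cells, 172 (110 higher) in macrophages, 203 (186 higher) in FABP1+ enterocytes, 27 (26 higher) in goblet cells, 61 (58 higher) in stem-like Trm cells, 112 (95 higher) in activated CD8+ Trm cells, 84 (78 higher) in innate-like CTL, 2 (0 higher) in sensory γδ T cells, 54 (52 higher) in EOMES+ TCRαβ CD8 T cells, 67 (60 higher) in proliferating effector cells and 9 (7 higher) in Th17 IELs, and in progenitor T cells 64, all higher, against 70 of 78. With library sizes that leave out ribosomal and mitochondrial genes they were 153 (127 higher) in progenitor T cells, 72 (53 higher) in stem-like Trm cells, 2 (0 higher) in innate-like CTL, 25 (8 higher) in sensory γδ T cells, 94 (69 higher) in EOMES+ TCRαβ CD8 T cells and 40 (26 higher) in Th17 IELs, against 113 higher of 135, 31 of 50, 125 of 148 and 52 of 68 in the stem-like, γδ, EOMES+ and Th17 clusters in the main setting. With no filter on low counts they were 407 (341 higher) in lymphocytes, 0 in macrophages, 572 (453 higher) in FABP1+ enterocytes, 164 (113 higher) in goblet cells, 174 (144 higher) in progenitor T cells, 208 (177 higher) in innate-like CTL, 2 (0 higher) in EOMES+ TCRαβ CD8 T cells and 41 (24 higher) in Th17 IELs, where the median of all tested genes moved to between 0.0658 and 0.59, and in macrophages 1260 genes had an unadjusted p under 0.05. With cells thinned to 1000 UMIs they were 10 (1 higher) in lymphocytes, 197 (172 higher) in antigen-presenting cells, 153 (112 higher) in macrophages, 255 (216 higher) in FABP1+ enterocytes, 37 (34 higher) in progenitor T cells, 65 (57 higher) in stem-like Trm cells, 181 (152 higher) in activated CD8+ Trm cells, 136 (120 higher) in innate-like CTL, 18 (14 higher) in sensory γδ T cells, 59 (53 higher) in EOMES+ TCRαβ CD8 T cells, 24 (21 higher) in proliferating effector cells and 3 (2 higher) in Th17 IELs, from 2922 CN, 3756 SE1 and 6251 SE2 cells. With classes made without integration they were 13 (2 higher) in lymphocytes, 419 (361 higher) in antigen-presenting cells, 11 (8 higher) in FABP1+ enterocytes, 2 (0 higher) in goblet cells, 150 (132 higher) in progenitor T cells, 5 (1 higher) in stem-like Trm cells, 14 (7 higher) in sensory γδ T cells and 12 (8 higher) in Th17 IELs. With at least 500 genes and at most 10% mitochondrial UMIs they were 10 (0 higher) in lymphocytes, 210 (188 higher) in antigen-presenting cells, 14 (9 higher) in FABP1+ enterocytes, 86 (81 higher) in goblet cells, 127 (113 higher) in progenitor T cells, 176 (147 higher) in activated CD8+ Trm cells, 19 (4 higher) in proliferating effector cells and 33 (20 higher) in Th17 IELs. Without shared barcodes they were 12 (1 higher) in lymphocytes, 241 (216 higher) in antigen-presenting cells, 2 (0 higher) in FABP1+ enterocytes, 63 (25 higher) in goblet cells, 52 (37 higher) in activated CD8+ Trm cells, 2 (0 higher) in EOMES+ TCRαβ CD8 T cells, 42 (18 higher) in proliferating effector cells and 1 (0 higher) in Th17 IELs. With unnamed clusters under their best-scoring name they were 6 (0 higher) in activated CD8+ Trm cells and 196 (158 higher) in sensory γδ T cells. The cause was not tested for these counts.

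Of the 97 calls of gene lists, 0 were left with an estimated correlation and 1 with fry, where chaperones were lower in progenitor T cells (adjusted p = 0.019). With so few libraries an estimated correlation leaves camera almost no freedom, so it could hardly keep any call. At an unadjusted p under 0.05 there were 2 with the estimated correlation and 36 with fry, against 144 with the preset one. Ribosomal medians stayed above 0 in every setting that kept these genes, with 5 moved and 86 not, between 0.07 and 1.80, the lowest in stem-like Trm cells without integration.

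Genes named in the text changed sign in 30 comparisons, all of them genes that did not pass. In thinned cells these were EPCAM at -0.08 in FABP1+ enterocytes, MUC2 at 0.02 in goblet cells, FASLG at 0.15 in innate-like CTL, PRF1 at 0.23 in innate-like CTL, CD8A at -0.28 in lymphocytes, C1QB at 0.04 in macrophages, ACTG1 at 0.01 in progenitor T cells, CDC42 at 0.12 in progenitor T cells, TCF7 at -0.04 in progenitor T cells and CD247 at 0.04 in stem-like Trm cells. Without integration they were CD74 at 0.03 in antigen-presenting cells, CD247 at 0.22 in stem-like Trm cells, FOXO1 at 0.43 in stem-like Trm cells, FOXP1 at 0.19 in stem-like Trm cells, NFATC1 at 0.25 in stem-like Trm cells and TCF7 at 0.24 in stem-like Trm cells. Under the stricter cell filter they were CD74 at 0.04 in antigen-presenting cells, SPDEF at -0.03 in goblet cells, C1QB at 0.04 in macrophages, TCF7 at -0.01 in progenitor T cells and SYK at 0.04 in sensory γδ T cells, and without shared barcodes IL18 at 0.05 in antigen-presenting cells, SPDEF at -0.04 in goblet cells, FASLG at 0.01 in innate-like CTL and TCF7 at -0.02 in progenitor T cells. With no filter on low counts they were MUC2 at 0.02 in goblet cells, FASLG at 0.02 in innate-like CTL and TCF7 at 0.01 in lymphocytes, and with the control files as 2 libraries FASLG at 0.03 in innate-like CTL and ACTG1 at 0.02 in progenitor T cells. In 113 comparisons a named gene lost its call, in 24 it gained one and in 891 it kept its direction and call. The cause was not tested.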

Differences from the paper's values

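After filtering 17194 cells were left, against the paper's 31687, and with the control files as 2 libraries 21714, which does not differ by more than 1.5 times. All deposited matrices together, with the control counted both times, held 24754 barcodes before any filter. That is fewer than the paper's 31687 filtered cells, so no setting could reach its number. The paper's cells therefore cannot all be in these matrices, and the comparisons below cover different sets of cells. Clusters were rebuilt here, so the populations behind the following shares may not be those of the paper, whose denominators are lymphocytes after its own filters. Progenitor T cells made up 8.61% of 2230 CN lymphocytes and a mean of 7.45% of 3719 SE1 and 4649 SE2 lymphocytes, and the paper's values are 3.6% and 38%. Innate-like CTL made up 15.0% of the CN lymphocytes, and the paper's value is 0.5%. They numbered 334 in CN and 1847 in SE, and the paper's numbers are 13 and 900. For these 5 values, resolutions of 0.1 and 0.4, no integration, ribosomal and mitochondrial genes left out of clustering, no doublet removal, stricter cell filters and the control files as 2 libraries, all set before the data were examined, gave values that still differ from the paper's, from 6.46% to 18.3% and 6.12% to 15.8% for progenitor T cells and from 10.3% to 16.3% for innate-like CTL in CN. The median stress score was 0.107 in stem-like Trm and 0.228 in progenitor T cells, and the paper's values are about 0.05 and 0.13. Those clusters came from resolution 0.4 here and the score from a list of 25 genes chosen here, since the paper's text names a published signature and not its genes, and with thinned cells, set before the data were examined, the scores were 0.190 and 0.303. Scores from different gene lists have no common scale, so these values cannot decide whether the cells differ from the paper's.

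The paper's counts of genes past its threshold, at the same adjusted p and fold change, come from a test with cells as replicates and were read by eye, while those given here come from libraries as replicates. Only settings fixed before the data were examined are compared, and where none is named all of them differed. For cell types in Fig. 5A, the counts were as follows. In macrophages they were 426 higher against about 140 (within it with DESeq2 and thinned cells) and 256 lower against about 130. In lymphocytes they were 26 higher against about 190 (within it with DESeq2) and 13 lower against about 140. In goblet cells they were 8 higher against about 130 (within it with no filter on low counts) and 8 lower against about 32. In FABP1+ enterocytes they were 24 higher against about 340 (within it with the control files as 2 libraries and no filter on low counts) and 7 lower against about 120 (within it with no filter on low counts). In antigen-presenting cells they were 484 higher against about 230 (within it with DESeq2, thinned cells and stricter cell filters) and 154 lower against about 48 (within it with classes without integration). For lymphocyte clusters in Fig. 6A, the counts were as follows. In Th17 IELs they were 52 higher against about 14 (within it with stricter cell filters). In stem-like Trm cells they were 113 higher against about 63 (within it with DESeq2, library sizes without ribosomal and mitochondrial genes and thinned cells). In sensory γδ T cells they were 31 higher against about 59 and 19 lower against about 120. In progenitor T cells they were 70 higher against about 170 (within it with library sizes without ribosomal and mitochondrial genes, no filter on low counts and classes without integration) and 8 lower against about 140. In innate-like CTL they were 0 higher against about 23 and 6 lower against about 12 (within it with thinned cells). In EOMES+ TCRαβ CD8 T cells they were 125 higher against about 72 (within it with DESeq2, library sizes without ribosomal and mitochondrial genes and thinned cells). In activated CD8+ Trm cells they were 222 higher against about 97 (within it with DESeq2) and 64 lower against about 11. The paper's text says that 13 CN cells prevented a comparison of the groups within innate-like CTL, so its count for them may compare other cells. In proliferating effector cells and for lower genes of stem-like Trm and EOMES+ TCRαβ CD8 T cells the counts did not differ by this measure.

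In ranking, the paper places FABP1+ enterocytes first for higher genes, followed by lymphocytes and antigen-presenting cells, where antigen-presenting cells (484) and macrophages (426) stood first here. FABP1+ enterocytes stood first, as in the paper, in thinned cells (216) and with no filter on low counts (453), and with DESeq2 they (186) and lymphocytes (170) came after antigen-presenting cells (196). Among lymphocyte clusters it places progenitor T cells first and proliferating effector cells next, where activated CD8+ Trm (286) and proliferating effector cells (227) stood first here, and progenitor T cells stood first in no setting. The weight that edgeR gives to the spread pooled over genes differed, so these counts are not on a like scale. Its prior degrees of freedom were infinite in antigen-presenting cells and macrophages, 8.99 in lymphocytes and 7.51 in FABP1+ enterocytes. The paper calls macrophages lower in SE, and their share did not pass here (adjusted p = 0.119), except with the control files as 2 libraries (adjusted p = 0.0029, within 0.0029 to 0.737 over its settings). It calls progenitor T cells and innate-like CTL higher and activated CD8+ Trm, sensory γδ T and Th17 cells lower, and no lymphocyte cluster passed here (lowest adjusted p = 0.800). γδ and Th17 cells were on the paper's side in both SE libraries, and innate-like CTL too. It calls XCL1, GNLY and CD7 higher and GFI1, ID3 and RUNX1 lower in progenitor T cells, where none of the 6 passed here. Their log2 fold changes were 0.41, 1.57 and 1.33, and -0.59, 0.00 and -0.38. GNLY passed with DESeq2, with library sizes without ribosomal and mitochondrial genes, with no filter on low counts, with classes without integration and with stricter filters, and CD7 with the control files as 2 libraries and with those library sizes. Of 7 cytoskeletal, adhesion and MAPK genes that the paper calls lower there, 5 lay below 0 and RHOA and RAP1A above it, and none passed. The paper calls IgSF CAM genes lower with CADM1 among them in FABP1+ enterocytes, where CADM1 lay at -0.70 and did not pass. It names antigen presentation and necroptosis as higher in FABP1+ enterocytes, where none of the 5 genes of the first list passed, its camera call (adjusted p = 0.047) was lost with an estimated correlation (adjusted p = 0.870), and the second list did not pass. It describes extensive overlap of stem-like Trm and progenitor T cells along pseudotime, where at resolution 0.4 the overlap along the axis between their centres was 5.78%. That is another measure, taken in the components in which the clusters were drawn, so some separation follows from the clustering itself. Its main lineage passes proliferating effector cells before innate-like CTL, where these cells formed an end branch of the tree here. The paper's macrophage genes MIF, MAP1LC3B and FCER1G passed here in its direction. Ribosomal and oxidative phosphorylation lists were higher by camera, as in the paper, and these calls were lost with an estimated correlation (adjusted p of at least 0.717). That setting could hardly call any list with so few libraries, so the loss decides nothing.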

Other observations

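AVD, the biotin-binding protein avidin, and EXFABP, a siderophore-binding lipocalin, had no UMI in CN and 97.5 and 145 CPM in SE1 and SE2 and 362 and 545 CPM in SE1 and SE2 in macrophages (edgeR, adjusted p = 1.9e-18 and adjusted p = 1.3e-35). Of 3 heterophil markers 3 rose in macrophages and 3 of 3 in antigen-presenting cells, the same number when adjusted over the list alone, with camera at an adjusted p = 7.3e-05 and 1.6e-04, and the calls were lost at an adjusted p = 0.828 and 0.798 with an estimated correlation. The B cell chemoattractant gene CXCL13 had no UMI in CN macrophages and 104 and 1.50 CPM in SE1 and SE2 (adjusted p = 1.3e-05), mainly in 1 SE library. The calls of AVD, EXFABP and CXCL13 were lost with no filter on low counts, that of CXCL13 in thinned cells too, and free RNA was not removed. Of 8 markers of B and plasma cells 5 fell in proliferating effector cells and none rose (7 when adjusted over the list alone, median log2 fold change -2.65, camera, adjusted p = 3.1e-07, and adjusted p = 0.974 with an estimated correlation). In all lymphocytes 0 of 10 passed and 7 fell when adjusted over the list alone, with a median of -1.37 (adjusted p = 8.3e-08, and adjusted p = 0.900 with an estimated correlation). In 33 CN, 43 SE1 and 42 SE2 Th17 IELs the granzyme gene GZMA was 14.0 CPM in CN and 5736 and 441 CPM in SE1 and SE2 (adjusted p = 1.4e-11), a call lost without shared barcodes and with clusters drawn again, with DESeq2 and with the control files as 2 libraries, and 4 of 16 heat shock and chaperone genes fell (5 when adjusted over the list alone, camera, adjusted p = 0.0011, and adjusted p = 0.837 with an estimated correlation). Free RNA was not removed, so the GZMA values do not show that Th17 IELs made the transcripts. Of 23 interferon-stimulated genes 1 rose in proliferating effector cells (3 when adjusted over the list alone), with a median of 0.74 (camera, adjusted p = 0.0027, and adjusted p = 0.974 with an estimated correlation).

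In the goblet cluster the hormone genes CHGA and IAPP were 41.8 CPM in CN and 3977 and 7805 CPM in SE1 and SE2 and 0.972 CPM in CN and 316 and 502 CPM in SE1 and SE2 (edgeR, adjusted p = 0.025 and adjusted p = 0.0086), which are transcripts of enteroendocrine cells, and the calls were lost with the control files as 2 libraries. The globin gene HBBA was 0.00 CPM in CN and 2259.8 and 0.349 CPM in SE1 and SE2 in activated CD8+ Trm cells, high in 1 SE library only, and its call was lost without shared barcodes, under stricter cell filters and with unnamed clusters under their best-scoring name. In lymphocytes the median log2 fold change of genes spanning under 2000 bases was 0.59 over 311 genes, and of those spanning over 200000 bases -0.32 over 303 genes. Over all 483 tests of a list in a cell type, 97 passed with camera's preset correlation, 68 higher and 29 lower in SE, and 0 passed with an estimated correlation and 1 with fry. The estimated correlation could hardly call any list with so few libraries.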
